# Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage

**DOI:** 10.1101/gr.278644.123

**Published:** 2024-02

**Authors:** Kamal Ajit, Adele Alagia, Kaspar Burger, Monika Gullerova

## Abstract

DNA damage triggers a complex transcriptional response that involves both activation and repression of gene expression. In this study, we investigated global changes in transcription in response to ionizing irradiation (IR), which induces double-strand breaks in DNA. We used mNET-seq to profile nascent transcripts bound to different phosphorylated forms of the RNA polymerase II (RNA Pol II) C-terminal domain (CTD). We found that IR leads to global transcriptional repression of protein-coding genes, accompanied by an increase in antisense transcripts near promoters, called PROMPTs, transcribed by RNA Pol II phosphorylated on tyrosine 1 (Y1P) residue of the CTD. These Y1P-transcribed PROMPTs are enriched for PRC2 binding sites and associated with RNA Pol II proximal promoter pausing. We show the interaction between Y1P RNA Pol II and PRC2, as well as PRC2 binding to PROMPTs. Inhibition of PROMPTs or depletion of PRC2 leads to loss of transcriptional repression. Our results reveal a novel function of Y1P-dependent PROMPTs in mediating PRC2 recruitment to chromatin and RNA Pol II promoter pausing in response to DNA damage.

RNA polymerase II (RNA Pol II) is an essential enzyme that catalyzes the transcription of protein-coding genes (PCGs) and noncoding regulatory RNA species, such as microRNAs, small nuclear RNAs, and snoRNAs (Cramer et al. 2008). The RNA Pol II activity is a complex process that requires its interaction with multiple regulatory proteins. The largest subunit of RNA Pol II, RPB1, contains an evolutionarily conserved carboxyl-terminal domain known as CTD (Liu et al. 2008). This domain consists of 52 heptapeptide repeats, Tyr1–Ser2–Pro3–Thr4–Ser5–Pro6–Ser7, in mammals. The CTD repeats can be phosphorylated or glycosylated on Tyr1, Ser2, Thr4, Ser5, and Ser7 residues. Dynamic phosphorylation of CTD residues enables the recruitment of different RNA Pol II interacting proteins that are crucial for regulation of transcription initiation, elongation, and termination, as well as a number of cotranscriptional processes (Komarnitsky et al. 2000).

Phosphorylation of serine 5 (S5P) of RNA Pol II peaks near the promoter region and gradually diminishes as it extends toward the 3′ terminus of the gene. S5P is intimately associated with the initiation of transcription and the subsequent release of paused RNA Pol II from the promoter region (Liu et al. 2004). In contrast, serine 2 phosphorylation (S2P) commences at the promoter region and increases in density toward the 3′ end of a gene. S2P plays a pivotal role in facilitating transcription elongation through the recruitment of various kinases (Heidemann et al. 2013). Additionally, S2P facilitates interactions between RNA Pol II, splicing factors, and transcription termination factors toward the 3′ end of a gene (Lunde et al. 2010; David et al. 2011). Tyrosine 1 phosphorylation (Y1P) marks are predominantly located in proximity to promoters and enhancers of PCGs (Descostes et al. 2014). Mutation of CTD Y1 residues to nonphosphorylatable phenylalanines can lead to transcription termination defects and, subsequently, result in increased transcriptional readthrough in mammals (Shah et al. 2018). Studies have also reported a connection between Y1P and antisense transcription occurring a few hundred base pairs upstream of the transcription start site (TSS) in mammals (Descostes et al. 2014). More recently, Y1P has been shown to play a crucial role in the generation of damage-responsive transcripts (DARTs) in the vicinity of double-strand breaks (DSBs), functioning as a binding platform for DNA repair proteins (Burger et al. 2019). Even though the role of Y1P has been intricately linked with the maintenance of genomic integrity in response to DNA damage, the specific contribution of Y1P-mediated antisense transcription near the promoter region to the broader context of the DNA damage response (DDR) remains unexplored.

DNA is constantly exposed to harmful radiation and chemical agents that can induce various forms of damage, resulting in single-strand breaks (SSBs) and DBSs. The repair of DSBs is orchestrated by two main DDR pathways: homologous repair (HR) and nonhomologous end joining (NHEJ). HR, which is a precise repair mechanism, requires a homologous sister chromatid as a template and predominantly occurs in the S/G_2_ phase of cell cycle. In contrast, NHEJ is more error-prone but functions throughout interphase. Importantly, the efficiency of both HR and NHEJ can be enhanced by active transcription near DSBs (Burger et al. 2019).

In general, transcription of genes in the vicinity of DSBs is suppressed through the initial action of the ATM serine/threonine kinase (ATM) (Iannelli et al. 2017), an upstream signaling molecule in the DDR pathway. Transcriptional down-regulation has been shown to correlate with the distance from DSBs. Furthermore, when ATM was inhibited, the repression of gene expression is impaired, highlighting the active regulation of this process by DDR signaling pathways (Iannelli et al. 2017).

A mechanism for global transcriptional shutdown through degradation of ubiquitinated RNA Pol II has been shown upon UV-induced DNA damage. However, UV induces DNA SSBs, activating repair pathways such as base excision repair (BER), nucleotide excision repair, and mismatch repair, which are different from DSB-induced HR or NHEJ (Rastogi et al. 2010). Therefore, a mechanism for global transcriptional response could be distinct from UV-induced transcriptional repression and remains enigmatic.

The pausing of newly recruited RNA Pol II at the promoter is a critical step of transcription regulation in mammals (Gressel et al. 2019). RNA Pol II pausing occurs within a 200-bp region downstream from the TSS, where it accumulates until the positive elongation factor B (P-TEFb) triggers the release of the paused RNA Pol II, allowing progression into the transcription elongation stage. This transition is also marked by a change in the CTD modification, transitioning from S5P to S2P. Chromatin remodeling, such as chromatin condensation triggered by trimethylation of lysine 27 on histone 3 (H3K27me3), is associated with RNA Pol II proximal promoter pausing. Recently, the Polycomb repressive complex II (PRC2) has been shown to act as a master regulator of transcriptional repression through RNA Pol II proximal promoter pausing in mouse embryonic stem cells (Rosenberg et al. 2021). PRC2 binds to nascent transcripts near the promoter region, especially to antisense transcripts located a few hundred base pairs upstream of the TSS, known as promoter upstream transcripts (PROMPTs) (Kanhere et al. 2010). The recruitment of PRC2 by PROMPTs depends on the presence of specific GC-rich motifs (Rosenberg et al. 2021). Once bound, PRC2 then drives RNA Pol II pausing through chromatin condensation. Although PRC2 has been linked to DSB repair (Campbell et al. 2013), its role in transcriptional repression during ionizing irradiation (IR)-induced DSBs remains unknown.

Mammalian nascent elongating transcript sequencing (mNET-seq) can be used to effectively examine the levels of nascent transcripts and identify the location of actively transcribing RNA Pol II. One of the major advantages of mNET-seq is that it provides a snapshot of actively transcribing RNA Pol II positions through mapping of the free 3′ OH on the reads still attached to the polymerase. A further advantage of mNET-seq is the use of different antibody species, such as Y1P, S2P, and S5 RNA Pol II, to pull down and sequence transcripts bound to RNA Pol II at various stages of transcription. Here, we used mNET-seq to investigate global transcriptional repression following IR and to elucidate the mechanisms behind it.

## Results

### IR-induced DNA damage leads to global down-regulation of PCGs

Although several studies have reported that transcription of genes in proximity to DSBs is transiently repressed, the genome-wide transcriptional response to DSBs has not been previously investigated. Here, we used mNET-seq to study global nascent transcriptomic changes upon IR. To elucidate how differently modified CTD of RNA Pol II facilitates transcriptomic changes during IR, we sequenced transcripts bound to Y1P, S2P, and S5P CTD of RNA Pol II (Fig. 1A). We used coverage of reads across the gene body (GB) (200 bp downstream from the annotated TSS to the TES) to measure expression of a gene. This ensures that reads from paused RNA Pol II that do not contribute to active transcription in the proximal promoter region (50 bp upstream of to 200 bp downstream from the TSS) are excluded from downstream differential expression analysis. 

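mNET-seq sequences the RNA held by immunoprecipitated RNA Pol II, here from U2OS osteosarcoma cells left untreated or given 10 Gy of ionizing radiation. The paper's Methods give collection 30 min after irradiation, whereas the sample labels give 10 min. Antibodies to the CTD phosphorylated on tyrosine (Y1P) or on either serine (S2P, S5P) give 6 groups of samples. The values analysed are the counts of reads per gene body deposited by the authors, who aligned the reads to hg38 and removed reads from internal priming and PCR duplicates. The deposited counts come from 24 sequencing runs of 7515849 to 17949336 counts each. Runs with the same replicate number in the other sequencing batch differed by little more than sampling noise, with a chi-square per degree of freedom of 1.06 to 1.10 over 12 pairs of runs. Runs of the same batch with different replicate numbers gave 8.95 to 61.2 over 12 pairs. The runs of each replicate number were therefore summed to 1 library, which left 12 libraries, 2 in each group, with 16220773 to 33144659 counts. edgeR kept 21246 genes with enough counts, of which 14661 are protein-coding and 5727 are lncRNA genes. Irradiated libraries were compared with nonirradiated ones within each antibody by edgeR's quasi-likelihood test, in 1 fit of the 12 libraries with the replicate number within each antibody as a block. Genes are called lower or higher at an adjusted p under 0.05 and a log2FC below -0.1 or above 0.1. Lists of genes of 1 pathway or family were fixed before the data were examined. A pair of libraries means the irradiated and the nonirradiated library of 1 replicate number.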

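With S5P, the 8 runs lay apart by irradiation on PC2, which held 29.7% of the variance of the 500 most variable genes, and irradiation accounted for a share of 0.983 of the positions along it (r2). With S2P, PC2 held 26.4% and irradiation accounted for 0.864 of it. PC1 held 62.3% with S2P and 58.8% with S5P, and the replicate number accounted for 0.902 and 0.970 of the positions along it. With Y1P, irradiation and replicate number were mixed on both components: PC1 held 52.2% and PC2 40.1%, and irradiation accounted for 0.424 of the first and 0.445 of the second. Over all genes kept for testing, irradiation accounted for 0.831 of PC1 of the Y1P runs. The counts were variance-stabilised separately for each antibody, and the 8 runs are 4 libraries sequenced in both batches, so they are not 8 independent replicates.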

Principal component analysis (PCA) of three biological replicates (Supplemental Fig. S1A–C) showed 35% variation along PC2 between the irradiated and nonirradiated samples. Differential expression analysis was then performed for Y1P, S2P, and S5P between the irradiated and nonirradiated samples with DESeq2. 

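With each of the 3 antibodies, the same 9 protein-coding genes were lower in irradiated than in nonirradiated cells, and the same 2 were higher. Of the 9, 4 are nuclear genes of the immediate early response: FOS and FOSB, which encode subunits of the transcription factor AP-1, EGR1, which encodes a zinc finger transcription factor, and NR4A3, which encodes an orphan nuclear receptor. FOS (ENSG00000170345.10) lies on chromosome 14 of GRCh38 from 75278826 to 75282230, and its log2FC was -1.16 (standard error 0.095, adjusted p = 3.91e-05) with Y1P, over 2 pairs of libraries. EGR1 had a log2FC of -0.79 with Y1P (standard error 0.091, adjusted p = 0.00111) and FOSB of -1.17 (standard error 0.17, adjusted p = 0.00760). NR4A3 had a log2FC of -0.77 with Y1P (standard error 0.14, adjusted p = 0.0178). The other 5 lower genes, MT-CO3, MT-CYB, MT-ND4, MT-ND4L and MT-ND5, are encoded by the mitochondrial genome, and the 2 higher genes are CDKN1A and BBC3. All 13 genes lower with S2P were also lower with Y1P, where 0.747 genes would be shared by chance (hypergeometric test, the upper tail of the Fisher exact test, p = 6.88e-17). That test takes genes and antibodies as independent, but 9 of the 13 are encoded by the mitochondrial genome. Differences between replicates also correlated across antibodies (Pearson, 0.173 to 0.392), and whether the antibodies share cultures is not stated. The shared lower genes numbered 3 without S2P replicate 1, 6 without Y1P replicate 2 and 104 without Y1P replicate 1, and DESeq2 on the same libraries called 6 of the 13 with S2P. In a list of 29 immediate early and stress response genes, the median log2FC was -0.0050 with Y1P (3 lower and 1 higher, 4 and 2 when adjusted over the list alone), -0.15 with S2P (3 and 0, 8 and 1 over the list alone) and -0.26 with S5P (3 and 0, 11 and 0 over the list alone). That list ranked below the other protein-coding genes with S2P and S5P (camera, adjusted p = 0.0175 and 6.11e-08) but not with Y1P (adjusted p = 0.911). With the trend with gene length removed it was called with Y1P too, and the difference between antibodies was not tested for the list. The calls with S2P and S5P are lost with an estimated correlation between genes, at which no list passed (adjusted p = 0.352 and 0.191). That with S2P is also lost with edgeR on the runs as replicates (-0.11) and with the stricter filter (-0.067). The S2P median was 0.0069 without replicate 2 and -0.37 without replicate 1. Across genes, which are not independent replicates, the log2FC with Y1P had a Pearson correlation of 0.533 with that with S2P and of 0.411 with that with S5P. Without the replicate block, the log2FC of FOS and MT-CYB with Y1P passed the threshold (-1.16 and -1.24) and no other gene of the 11 did with any antibody, while FOSB and NR4A3 with Y1P were also not past it without replicate 2, and NR4A3 not with library totals alone.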

Overall, we detected that there are more PCGs that were significantly down-regulated (log_2_FoldChange [log_2_FC] < −0.1, *P*adj < 0.05) compared with significantly up-regulated genes (log_2_FC > 0.1, *P*adj < 0.05) in irradiated samples (Fig. 1B; Supplemental Fig. S2A). This was most profound for Y1P and S2P RNA Pol II (1285 down-regulated genes vs. 503 up-regulated genes and 506 down-regulated genes vs. 154 up-regulated genes, respectively) (Fig. 1C,D). In contrast to Y1P and S2P, there were more up-regulated genes associated with S5P RNA Pol II in irradiated samples (Fig. 1E). 

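With Y1P, 843 protein-coding genes were lower and 523 were higher in irradiated cells, so that 61.7% of the called genes were lower. TMEM41B, which encodes a lipid scramblase of the endoplasmic reticulum, had a log2FC of -0.52 (standard error 0.099, adjusted p = 0.0198) with Y1P, and PHACTR4, which encodes a regulator of protein phosphatase 1, of -0.49 (standard error 0.10, adjusted p = 0.0216). Among the higher genes, IRF2BP1, which encodes a transcriptional corepressor, had a log2FC of 1.07 (standard error 0.20, adjusted p = 0.0192), SIX5, which encodes a homeobox factor, of 1.21, and DUSP19, which encodes a phosphatase acting on stress kinases, of 1.22. With S2P, 13 protein-coding genes were lower and 3 were higher, and at an unadjusted p under 0.05 the counts were 1635 and 1121. Without mitochondrially encoded genes in the fit, 4 were lower and 3 higher with S2P. The third gene higher with S2P, beside CDKN1A and BBC3, was TP63, which encodes a transcription factor of epithelial development (log2FC 1.50, standard error 0.20, adjusted p = 0.00583). The direction with Y1P followed the length of the gene: of the called genes under 10 kb, 22 were lower and 230 higher, and of those over 100 kb, 354 were lower and 23 higher. Across the 14661 protein-coding genes, the log2FC with Y1P had a Spearman correlation with length of -0.411 in the pair of replicate 1 and -0.320 in that of replicate 2. The trend was not particular to Y1P: it was -0.346 and -0.232 with S2P and -0.428 and -0.329 with S5P in these pairs. Replicate 2 minus replicate 1 of the irradiated Y1P libraries also gave -0.371, whereas that of the nonirradiated ones gave -0.175. Over all 6 groups such differences gave -0.371 to -0.131. The share of lower genes with Y1P was 70.3% with relative log expression factors in place of TMM, 35.3% with upper quartile factors and 5.08% with library totals alone, which raised the median log2FC of all genes with Y1P by 0.19. There were 315 lower and 531 higher genes with the stricter filter, 205 and 401 in separate fits per antibody and 94 and 81 with the trend with gene length removed. With protein-coding genes alone the lower genes were fewer than the 419 higher ones. With S2P there were 111 lower and 59 higher genes with 1 replicate block shared by the antibodies, 124 and 122 in separate fits. DESeq2 gave 51 and 2 with S2P on the same libraries, and 519 and 156 on the runs with the sequencing batch as a term, which takes repeat runs as replicates. With no filter on low counts, 225 genes were lower with S2P. Without S2P replicate 1, 4 genes were lower and 0 higher with S2P, and TP63 had a log2FC of 1.20, not past the threshold. Without Y1P replicate 2, 6 protein-coding genes were lower and 1 was higher, without Y1P replicate 1 the counts were 1598 and 856, and without the replicate block they were 2 and 0 (1714 and 1299 at an unadjusted p under 0.05). The nonirradiated Y1P library of replicate 2 stands apart, with the highest share of counts on genes that host snoRNAs (28.2%) and the lowest TMM factor (0.835). None of the 5 genes named with Y1P was past the threshold without that replicate or without the block. Nor were TMEM41B and PHACTR4 with library totals alone, or PHACTR4 and IRF2BP1 with the trend with gene length removed.

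**Figure D1:**
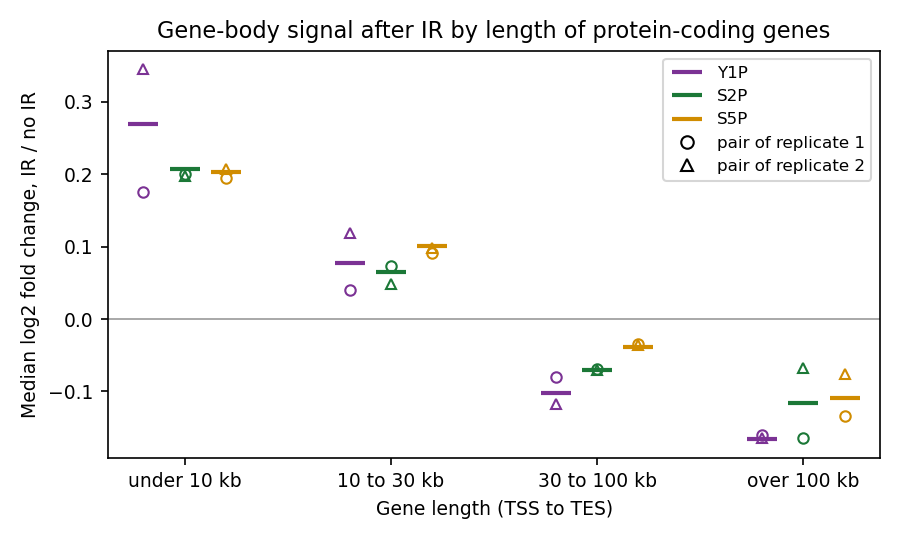
Median log2FC (IR over no IR, y axis) of protein-coding genes in 4 bins of gene length (x axis) for each antibody. Bars are the values of the fit over 2 pairs of libraries, circles the pair of replicate 1 and triangles that of replicate 2. From under 10 kb to over 100 kb the median falls from 0.27 to -0.17 with Y1P. With S2P it falls from 0.21 to -0.12 and with S5P from 0.20 to -0.11.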

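With S5P, 9 protein-coding genes were lower and 2 were higher in irradiated cells, while at an unadjusted p under 0.05 the higher genes outnumbered the lower ones, 1145 to 758. Of the 9, 5 are encoded by the mitochondrial genome, and without such genes in the fit 4 were lower and 2 higher. FOSB had a log2FC of -1.47 with S5P, FOS of -1.12 and EGR1 of -1.02, each lower in both pairs of libraries. OTUB1, which encodes a deubiquitinase of the DNA damage response, had a log2FC of 0.36 (standard error 0.099, adjusted p = 0.248) with S5P, and TRIP10, which encodes an adaptor of CDC42, of 0.38 (standard error 0.10, adjusted p = 0.246). MDK, which encodes a heparin-binding growth factor, had a log2FC of 0.49 (standard error 0.17, adjusted p = 0.331). CLIC4, which encodes a chloride channel protein, was on the lower side with a log2FC of -0.16 (adjusted p = 0.532). In edgeR's test of the difference between irradiation effects, 0 genes passed between S2P and Y1P, with 661 at an unadjusted p under 0.05. So the larger number of calls with Y1P than with S2P comes with no single gene shown to differ. Between S5P and Y1P 0 genes passed, with 1569 at an unadjusted p under 0.05, and 1 gene, TP63, passed between S5P and S2P. Between S5P and S2P, 0 genes passed with the stricter filter, without the replicate block or without S2P replicate 1. The number was 27 without S5P replicate 1, 13 without S5P replicate 2 and 2 without S2P replicate 2. Between S5P and Y1P, 40 genes passed without Y1P replicate 1, 6 without S5P replicate 1, 1 without Y1P replicate 2 and 1 without S5P replicate 2. DESeq2 on the same libraries gave 1 gene. The order of the counts depended on the setting: DESeq2 on the runs as 4 replicates with the sequencing batch as a term called 108 lower and 168 higher genes with S5P, a fit of the S5P libraries alone 355 and 500, and the fit with no filter on low counts 75 and 128. The fit on the runs takes repeat runs of 1 library as replicates. Without S5P replicate 1 the counts were 34 and 32, and without the replicate block 0 and 0 (320 and 713 at an unadjusted p under 0.05).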

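Of 29 measured genes of G2 and M phase, 11 were lower with Y1P in irradiated cells (12 when adjusted over the list alone), among them CDC25C, which encodes the phosphatase that activates CDK1 (log2FC -0.54, adjusted p = 0.0205), and KIF2C, which encodes a mitotic kinesin (log2FC -0.44, adjusted p = 0.0211). Of 26 genes of DNA replication and the G1/S transition, 2 were higher and 1 was lower with Y1P (3 and 1 when adjusted over the list alone), with PCNA, the sliding clamp gene, at 0.63 (adjusted p = 0.0235) and E2F1, a cell cycle transcription factor gene, at 0.55 (adjusted p = 0.0319). As a whole that list did not move with Y1P: 13 members were below 0 and 13 above, with a median of -0.0046 (camera, adjusted p = 0.823). Of 19 replication-dependent histone genes, which are expressed in S phase and are short, 10 were higher with Y1P (15 when adjusted over the list alone), among them H1-2, with a log2FC of 0.72 (standard error 0.10, adjusted p = 0.00739), and 0 with the trend with gene length removed. CDC25C, KIF2C, PCNA, E2F1 and H1-2 were not past the threshold without the replicate block or without Y1P replicate 2 (-0.32, -0.38, 0.40, 0.32 and 0.60). CDC25C and KIF2C were also not past it with library totals alone, KIF2C not in separate fits per antibody, and PCNA, E2F1 and H1-2 not with the trend with gene length removed.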

Pathway enrichment analyses of these up-regulated genes (Supplemental Fig. S2B) showed enrichment for TP53 signaling and cell cycle regulation, which are crucial for transcription of DDR genes and cell cycle arrest (Liu and Kulesz-Martin 2001). Specifically, we found *CDKN1A* (Cazzalini et al. 2010) among the up-regulated genes in irradiated samples (Supplemental Fig. S2C).

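CDKN1A (ENSG00000124762.14), which encodes the cell cycle inhibitor p21, lies on chromosome 6 of GRCh38 from 36676460 to 36687337 and was higher with every antibody in both pairs of libraries. With Y1P its normalized counts were 48.6 and 60.7 CPM in the nonirradiated libraries of replicates 1 and 2, and 111 and 122 CPM in the irradiated ones. This is a log2FC of 1.10 (standard error 0.11, adjusted p = 0.000363) from edgeR's quasi-likelihood test over 2 pairs. The log2FC was 0.82 (standard error 0.11, adjusted p = 0.00583) with S2P and 0.93 (standard error 0.11, adjusted p = 0.00269) with S5P. BBC3, which encodes the proapoptotic protein PUMA, had a log2FC of 1.01 (standard error 0.12, adjusted p = 0.00125) with Y1P, 0.90 (standard error 0.12, adjusted p = 0.00583) with S2P and 0.77 (standard error 0.12, adjusted p = 0.0281) with S5P. The direction of both genes was kept in every setting that tested them, whereas neither passed the threshold with any antibody without the replicate block. Without replicate 1 the log2FC of CDKN1A with S2P was 0.62 and that of BBC3 with S2P was 0.81, neither past the threshold. Without replicate 2 BBC3 was not past it with Y1P (0.87), S2P (0.98) or S5P (0.86). With S5P it was also not past it without replicate 1 (0.65), with library totals alone (0.82), the stricter filter (0.77), protein-coding genes alone (0.77) or the trend with gene length removed (0.63), and DESeq2 on the same libraries gave it no adjusted p with S2P.

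**Figure D2:**
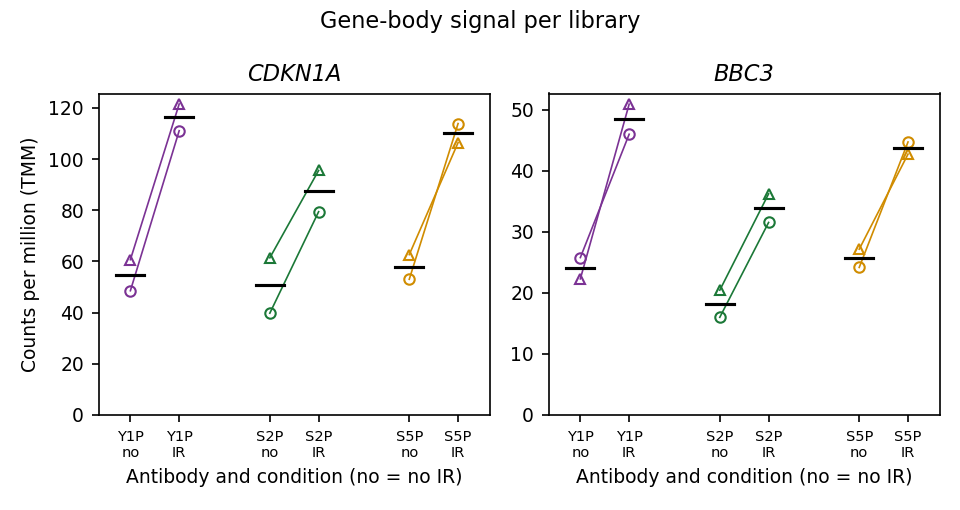
Normalized counts (CPM, y axis, from 0) of CDKN1A and BBC3 in irradiated and nonirradiated libraries for each antibody (x axis). Circles are replicate 1, triangles are replicate 2 and bars are their mean, and in every pair the irradiated library lies above the nonirradiated one.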

**Figure 1.**
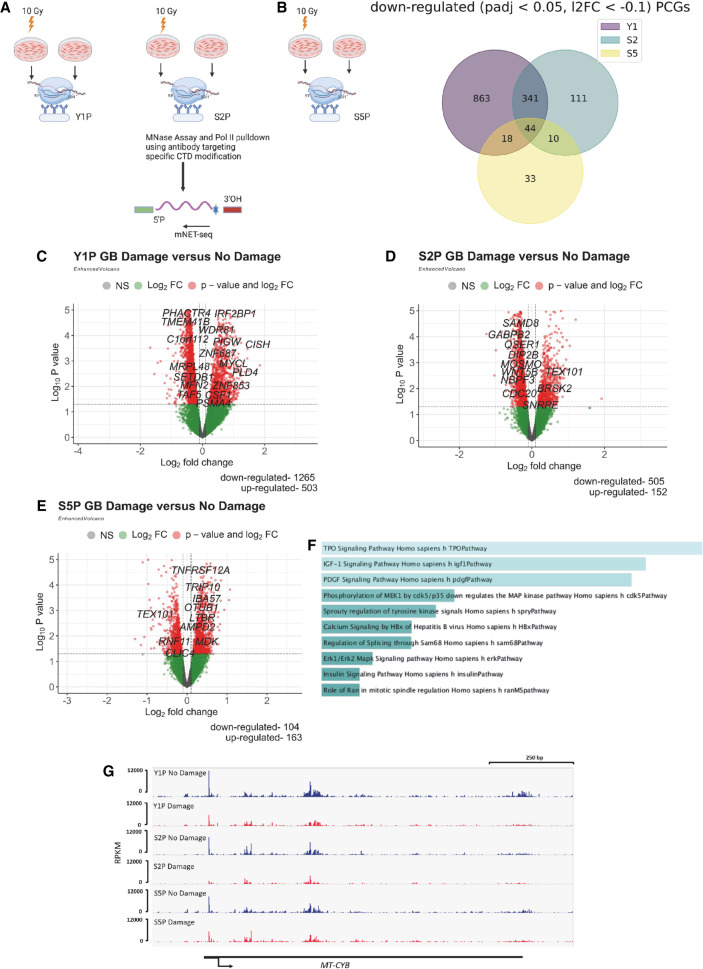
IR-induced DNA damage leads to global down-regulation of protein-coding genes (PCGs). (*A*) mNET-seq experimental design shows the sample preparation of irradiated and nonirradiated U2OS cells from which Y1P, S2P, and S5P RNA Pol II were precipitated for mNET-seq. (*B*) Venn diagram of significantly down-regulated (*P*adj < 0.05, log_2_FC < −0.1) PCGs based on read coverage across the gene body (GB) from Y1P, S2P, and S5P samples after IR. (*C*) Volcano plots of differentially expressed PCGs based on read coverage across GB from Y1P samples upon IR. (*D*) Volcano plots of differentially expressed PCGs based on read coverage across GB from S2P samples upon IR. (*E*) Volcano plots of differentially expressed PCGs based on read coverage across GB from S5P samples upon IR. (*F*) GO enrichment of significantly down-regulated genes across Y1P, S2P, and S5P samples upon IR. (*G*) IGV profile of mNET-seq signal across a representative down-regulated gene, *MT-CYB*.

In addition, analysis of down-regulated genes (Fig. 1F) showed enrichment in various pathways such as insulin signaling, MAPK, and PDGF signaling, indicating a global repression of cellular programs linked to cell proliferation. Furthermore, we detected down-regulation of mitochondrial genes involved in oxidative phosphorylation, like *MT-CYB* (Fig. 1G) and *MT-ND5*, potentially indicating a state of reduced cell survival.

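Of 54 measured genes of growth factor, insulin and MAPK signalling, 12 were lower and 0 were higher with Y1P (15 and 0 when adjusted over the list alone). PTPN11, which encodes the phosphatase SHP2, had a log2FC of -0.39 (standard error 0.082, adjusted p = 0.0225) with Y1P, and GRB2, which encodes the adaptor that links receptors to RAS, of -0.44 (standard error 0.10, adjusted p = 0.0267). STAT3, a transcription factor gene of cytokine signalling, had a log2FC of -0.38 (standard error 0.086, adjusted p = 0.0267). The median log2FC of the list was -0.14 with Y1P (camera, adjusted p = 0.00127), -0.14 with S2P (adjusted p = 0.000818) and -0.081 with S5P (adjusted p = 0.0653). With an estimated correlation between genes, at which no list passed, the calls with Y1P and S2P are lost (adjusted p = 0.285 and 0.209). They are also lost with the trend with gene length removed (-0.085 and -0.069). With S2P and S5P, edgeR called 0 of the 54 genes, also when adjusted over the list alone, while DESeq2 on the runs with the sequencing batch as a term called 5 lower with S2P and 0 with S5P, and 0 higher with either. With library totals alone the call of the list with S2P was lost and its median was above 0. In that setting the median with Y1P was 0.053, below the 0.21 of all genes, and none of the 54 was called. The 3 genes named were then not past the threshold, nor without replicate 2, without the replicate block, in separate fits per antibody or with the trend with gene length removed, and GRB2 and STAT3 not with protein-coding genes alone. From the pathways of the lower genes in Fig. 1F, the paper proposes a global repression of cellular programs linked to cell proliferation.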

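All 13 protein genes of the mitochondrial genome had lower counts in irradiated cells with each antibody, and 12 were called lower with Y1P, 9 with S2P and 5 with S5P (12, 12 and 10 when adjusted over the list alone). Fewer were called with Y1P without replicate 2 and with S2P without replicate 1. MT-CYB (ENSG00000198727.2) encodes cytochrome b of complex III and lies on the mitochondrial chromosome from 14747 to 15887. Its log2FC was -1.23 (standard error 0.092, adjusted p = 2.39e-05) with Y1P, -1.03 (standard error 0.093, adjusted p = 0.000184) with S2P and -0.86 (standard error 0.092, adjusted p = 0.00153) with S5P. MT-ND5 encodes a subunit of complex I, and its log2FC was -1.38 (standard error 0.098, adjusted p = 2.39e-05) with Y1P, -1.26 (standard error 0.099, adjusted p = 8.87e-05) with S2P and -0.87 (standard error 0.098, adjusted p = 0.00214) with S5P. The median log2FC of the 13 genes was -1.02 with Y1P, -1.02 with S2P and -0.73 with S5P (camera, adjusted p = 3.64e-15, 1.30e-19 and 1.90e-16), and it stayed below 0 in every setting that tested this list. With an estimated correlation between genes, at which no list passed, all 3 calls are lost (adjusted p = 0.191 each). Of 40 measured nuclear genes of oxidative phosphorylation, 3 were lower and 2 higher with Y1P, with the same counts when adjusted over the list alone and a median log2FC of 0.027. The mitochondrial genome took 0.212% to 0.469% of the counts of a library, a lower share after irradiation in 6 of 6 pairs. These genes are transcribed by the mitochondrial polymerase, not by RNA Pol II, and 2 nuclear pseudogenes, MTND5P11 and MTND4P12, were lower with them (log2FC -1.47 and -1.46 with Y1P) and may share reads with MT-ND5 and MT-ND4. Without the replicate block, 1 of the 13 genes was called with Y1P and 0 with S2P and S5P, and MT-ND5 with S5P and the pseudogenes with Y1P were also not past the threshold without replicate 2. From the lower expression of MT-CYB and MT-ND5, the paper proposes a state of reduced cell survival.

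**Figure D3:**
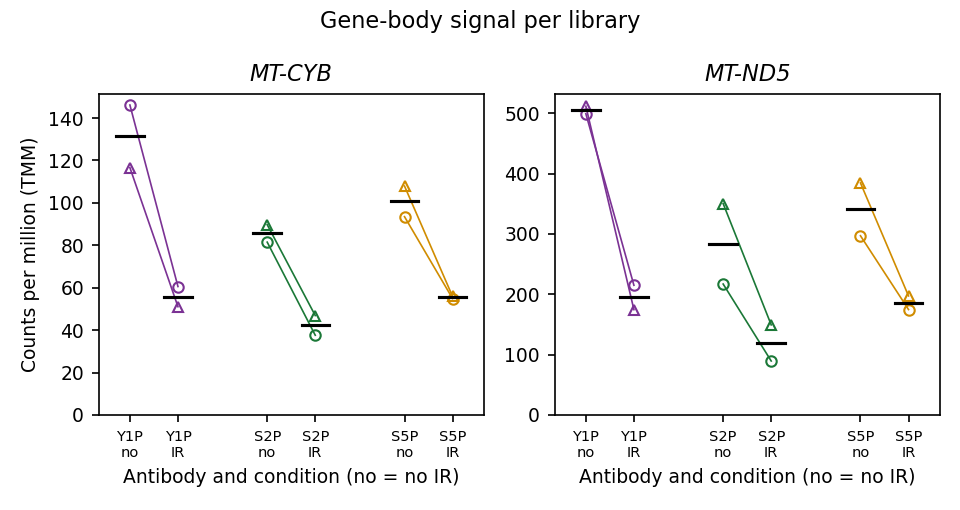
Normalized counts (CPM, y axis, from 0) of MT-CYB and MT-ND5 in irradiated and nonirradiated libraries for each antibody (x axis). Circles are replicate 1, triangles are replicate 2 and bars are their mean, and in every pair the irradiated library lies below the nonirradiated one.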

Conversely, differential analysis of long noncoding RNA (lncRNA) showed an opposite trend when compared with PCGs. We detected predominantly up-regulated expression of lncRNA upon IR, specifically for transcripts associated with Y1P RNA Pol II (Supplemental Fig. S3A,B). Furthermore, 60.4% of up-regulated Y1P lncRNAs are natural antisense transcripts that could trigger transcriptional interference of sense genes (Supplemental Fig. S3C; Modarresi et al. 2012). 

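With Y1P, 386 lncRNA genes were higher and 34 were lower in irradiated cells. FLJ20021 had a log2FC of 1.39 (standard error 0.24, adjusted p = 0.0149) with Y1P, CLMAT3 of 1.30 (standard error 0.25, adjusted p = 0.0202) and ZMPSTE24-DT, which starts divergently from the gene of a lamin protease, of 1.24 (standard error 0.21, adjusted p = 0.0160). ZMPSTE24-DT lies on chromosome 1 of GRCh38 from 40256333 to 40257971. The median log2FC of the 5727 lncRNA genes tested was 0.28, against -0.039 for protein-coding genes, and it differed between the pairs, 0.11 in that of replicate 1 and 0.41 in that of replicate 2. Against protein-coding genes matched on mean count, the median of the lncRNA genes was higher by 0.031 and 0.090 in these pairs, and by 0.021 and 0.11 when matched on gene length too. Higher lncRNA genes outnumbered lower ones with each other scaling: 405 and 61 with relative log expression factors, 410 and 13 with upper quartile factors, 437 and 2 with library totals alone. DESeq2 on the same libraries called 54 higher and 29 lower lncRNA genes, and with the trend with gene length removed there were 59 and 3. lncRNA genes took 22.0% and 22.1% of the counts in the runs of the nonirradiated Y1P library of replicate 2 and 17.2% in those of its irradiated partner. Their share in replicate 1 was 14.0% without and 15.8% with irradiation. lncRNA genes are mostly measured at low counts, with a median of the mean count per library of 28.8. Without Y1P replicate 2, 1 lncRNA gene was higher and 1 lower, without Y1P replicate 1 517 and 96, and without the replicate block 0 and 0. The 3 genes named were not past the threshold without replicate 2 or without the block, nor was ZMPSTE24-DT with the length trend removed.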

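Of the 386 higher lncRNA genes with Y1P, 226 overlap a protein-coding gene on the other strand, a share of 58.5%, whereas 44.8% of the lncRNA genes tested do (Fisher's exact test, both tails, p = 2.27e-08). The median log2FC was 0.36 for the 2567 antisense lncRNA genes and 0.20 for the 2974 that overlap no protein-coding gene, of which 149 were higher and 22 lower. Another group of lncRNA genes starts within 1 kb of a protein-coding start on the other strand, on either side of it. This group can hold divergent promoters and overlapping antisense genes alike. It made up 39.4% of the higher and 26.7% of the tested lncRNA genes (p = 1.71e-08 by Fisher's exact test). Its median log2FC was 0.44. The 4200 lncRNA genes that start elsewhere had a median of 0.22. Against such genes matched on gene length and mean count, the median of those near a protein-coding start was higher by 0.099 in the pair of replicate 1 and 0.041 in that of replicate 2. In the pair of replicate 1 the antisense genes had a median of 0.21 and in that of replicate 2 of 0.47, and genes that share a region or a promoter are not independent replicates. From the share of antisense transcripts, the paper proposes that they could interfere with transcription of the sense genes.

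**Figure D4:**
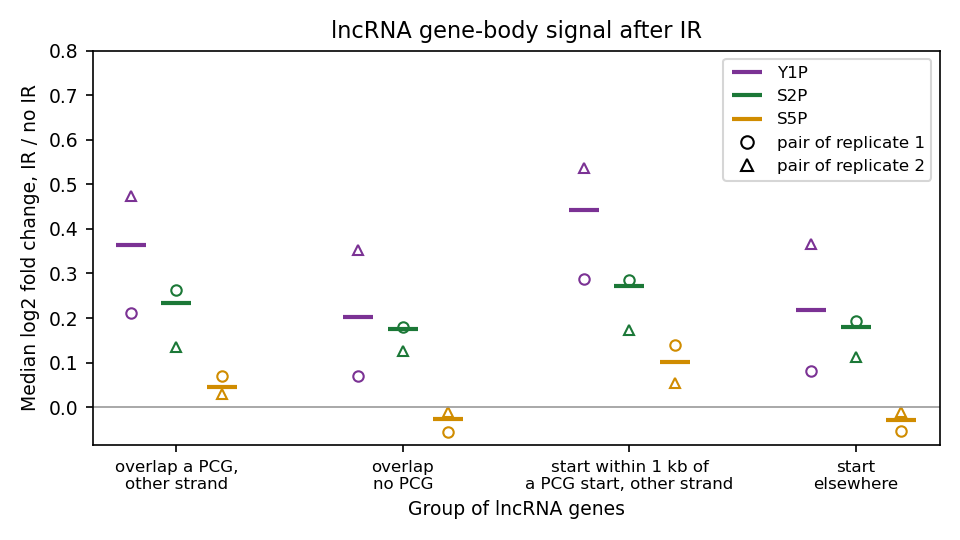
Median log2FC (IR over no IR, y axis) of lncRNA genes grouped by their position relative to protein-coding genes (x axis) for each antibody. Bars are the values of the fit over 2 pairs of libraries, circles the pair of replicate 1 and triangles that of replicate 2, and with Y1P the genes that start within 1 kb of a protein-coding start have the highest median, 0.44.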

Nascent lncRNA transcripts associated with S2P RNA Pol II were mostly down-regulated (Supplemental Fig. S3D,E), whereas S5P transcription of lncRNA resulted in few detectable changes upon IR (Supplemental Fig. S3F).

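With S2P, 2 lncRNA genes were lower and 0 were higher in irradiated cells, while at an unadjusted p under 0.05 the higher ones outnumbered the lower, 599 to 258. The lncRNA ENSG00000230803 was among the lower genes with S2P, with a log2FC of -1.31 (standard error 0.22, adjusted p = 0.0361). It was not past the threshold with library totals alone (-1.13), upper quartile factors (-1.25) or the stricter filter (-1.26). Nor was it without mitochondrially encoded genes (-1.31), without the replicate block or without replicate 1 (-0.85), and in each of these settings 0 lncRNA genes were lower with S2P. The median log2FC of lncRNA genes with S2P was 0.20, with 0.23 and 0.13 in the pairs of replicates 1 and 2. With S5P, 0 lncRNA genes were lower or higher at the threshold in edgeR, 239 were lower and 253 higher at an unadjusted p under 0.05, and their median log2FC was 0.0063. DESeq2 on the same libraries called 6 lower and 0 higher lncRNA genes with S2P and 0 and 0 with S5P. DESeq2 on the runs as 4 replicates with the sequencing batch as a term, which takes repeat runs of a library as replicates, called 59 lower and 36 higher with S2P, and 19 and 11 with S5P. With no filter on low counts, edgeR called 48 lower and 125 higher lncRNA genes with S2P.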

Overall, our data showed that IR-induced DNA damage leads to general down-regulation of PCGs and up-regulation of lncRNA, in particular, those that are in antisense orientation and associated with Y1P RNA Pol II.

### DNA damage results in increased expression of antisense PROMPTs

Our data indicate that IR results in up-regulation of nascent antisense lncRNA associated with Y1P RNA Pol II. To further investigate the role of antisense lncRNA up-regulation upon IR, we analyzed the antisense reads 500 bp upstream of the TSS of PCGs. These regions can initiate the production of antisense PROMPTs and modulate the transcription of a downstream PCG (Chellini et al. 2020). To interrogate the changes in PROMPT expression, we used mNET-seq metagene profiles showing their reads around the annotated TSS of PCGs. mNET-seq average profiles showed a global, significant increase in Y1P-associated PROMPTs upon IR (Supplemental Fig. S4A,B). Furthermore, down-regulated PCGs associated with Y1P showed a significant (*P*-value < 0.05) increase in PROMPT expression (Fig. 2A–C; Supplemental Fig. S4C) upon IR compared with up-regulated PCGs (Fig. 2D,E; Supplemental Fig. S4D). Finally, a cumulative distribution plot (Fig. 2F) confirmed a significant (*P-*value = 1 × 10^−4^) increase in log_2_FC in PROMPT expression for PROMPTs associated with down-regulated genes compared with up-regulated PCGs.

**Figure 2.**
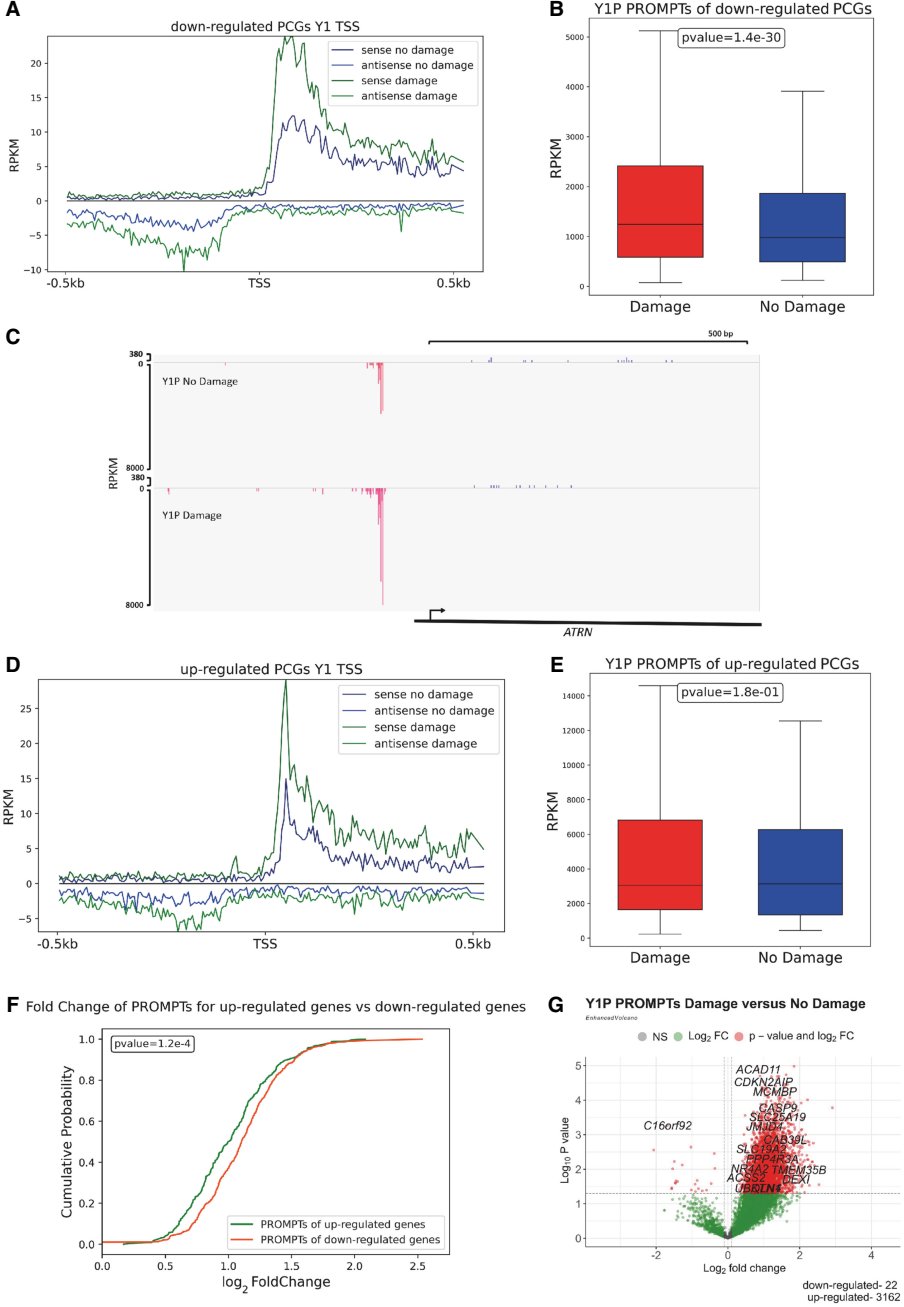
DNA damage results in increased expression of antisense promoter upstream transcripts (PROMPTs). (*A*) mNET-seq metagene profiles showing sense and antisense transcription near the TSS of down-regulated PCGs from Y1P-damage and no-damage samples. (*B*) Box plot indicates mNET-seq read coverage across PROMPTs of down-regulated PCGs from Y1P-damage and no-damage samples. A two-sample Wilcoxon test is used to compute statistical significance of difference in PROMPT expression for down-regulated genes between the Y1P-damage and Y1P-nondamage samples. (*C*) IGV profile of mNET-seq signal across a representative down-regulated gene showing increased PROMPT expression. (*D*) mNET-seq metagene profiles showing sense and antisense transcription near the TSS of up-regulated PCGs from Y1P-damage and no-damage samples. (*E*) Box plot indicates mNET-seq read coverage across PROMPTs of up-regulated PCGs from Y1P-damage and no-damage samples. (*F*) Cumulative distribution plot showing the log_2_FC of PROMPTs upon IR between up-regulated and down-regulated PCGs from Y1P samples. The Mann–Whitney *U* test is used for statistically testing the medians between the log_2_FC of PROMPT distribution between up-regulated and down-regulated PCGs upon IR from Y1P samples. (*G*) Volcano plots of differentially expressed PROMPTs from Y1P upon IR.

Next, we performed a differential expression analysis of reads mapping to PROMPT-corresponding regions. We detected a significant number (3162) of up-regulated Y1P-associated PROMPTs upon IR (*P-*value < 0.05, log_2_FC > 0.1) compared with 22 significantly down-regulated (*P-*value < 0.05, log_2_FC < −0.1) Y1P-associated PROMPTs (Fig. 2G). These results show that Y1P-associated PROMPTs are up-regulated upon IR and that they are significantly more up-regulated around the TSS of transcriptionally down-regulated PCGs. We also detected, in line with Y1P, up-regulation of PROMPTs associated with S2P (Supplemental Fig. S4E,F). Previous studies in nondamage conditions showed that PROMPTs are generally transcribed by Y1P RNA Pol II, whereas S2P is generally associated with the GB (Descostes et al. 2014). Therefore, it is possible that the observations for S2P could be attributed to overlap in the type of RNA Pol II precipitated and cross-specificity between antibodies.

### Y1P RNA Pol II–transcribed PROMPTs are associated with an increased proximal promoter pausing index upon IR

Proximal promoter pausing has been shown to be the critical rate-limiting step in determining a gene's transcriptional output (Gressel et al. 2019). Nascent RNA-seq techniques like mNET-seq, which determines the position of actively transcribing RNA polymerases, can be used to calculate the promoter pause index (PI) (Szlachta et al. 2018). Promoter PI is defined as the ratio of RNA Pol II density across the proximal promoter region to the density of RNA Pol II across the GB (Day et al. 2016). A higher PI is indicative of greater RNA Pol II pausing.

To investigate if there is a correlation between RNA Pol II pausing and transcriptional repression, we compared the PI in both IR and non-IR conditions and showed that almost all the genes with a significant change in the PI have a significantly (*P-*value < 0.05) increased PI upon IR (Fig. 3A; Supplemental Fig. S5A,B). This observation is also corroborated by differential expression analysis using the PI, confirming that almost all genes that showed significant increase in PI were also up-regulated (Fig. 3B). Overall, we observed a significantly increased PI in Y1P samples upon IR. Increased PI values have been also observed for S2P and S5P RNA Pol II (Supplemental Fig. S5C–G), suggesting that this is a general trend following DNA damage induction. GO enrichment analysis of the Y1P-transcribed genes with significantly increased PI revealed enrichment for double-strand DNA repair pathways (Supplemental Fig. S6A). However, the read coverage of DNA repair pathway genes across the GB (Supplemental Fig. S6B) was significantly increased, despite elevated read coverage across the proximal promoter region of these genes (Supplemental Fig. S6C). Hence, it is possible that greater recruitment of RNA Pol II dominates over RNA Pol II pausing to secure expression of DDR repair genes upon IR.

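Of 40 measured genes of double-strand break repair, a list that is not the study's own set, 34 had a log2FC below 0 with Y1P in irradiated cells. DNA2, which encodes a nuclease and helicase of end resection, had a log2FC of -0.41 (standard error 0.093, adjusted p = 0.0254), and POLQ, which encodes the polymerase of end joining by microhomology, of -0.36 (standard error 0.085, adjusted p = 0.0290). BLM, which encodes the helicase of Bloom syndrome, had a log2FC of -0.33 (adjusted p = 0.0443) and TOPBP1, a scaffold gene of ATR signalling, of -0.29 (adjusted p = 0.0483). In all, 5 genes were lower and 0 higher with Y1P (13 and 1 when adjusted over the list alone). On the higher side was POLM, which encodes a polymerase of end joining, with a log2FC of 0.38 with Y1P and 0.46 with S5P, neither past the threshold. The median log2FC of the list was -0.21 with Y1P (camera, adjusted p = 0.000144), -0.11 with S2P (adjusted p = 0.00943) and -0.050 with S5P (adjusted p = 0.323). With an estimated correlation between genes, at which no list passed, the calls with Y1P and S2P are lost (adjusted p = 0.303 and 0.430). The S2P call was also lost with library totals alone, where its median was above 0. The stricter filter and the trend with gene length removed lost it too. With library totals alone the median with Y1P was -0.017, with 0 lower and 2 higher genes, and the 4 lower genes named were not past the threshold there, without replicate 2, without the replicate block, in separate fits per antibody or with the trend with gene length removed. BLM and TOPBP1 were also not past it with upper quartile factors, the stricter filter, protein-coding genes alone or without snoRNA host genes, nor TOPBP1 with no filter on low counts.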

**Figure 3.**
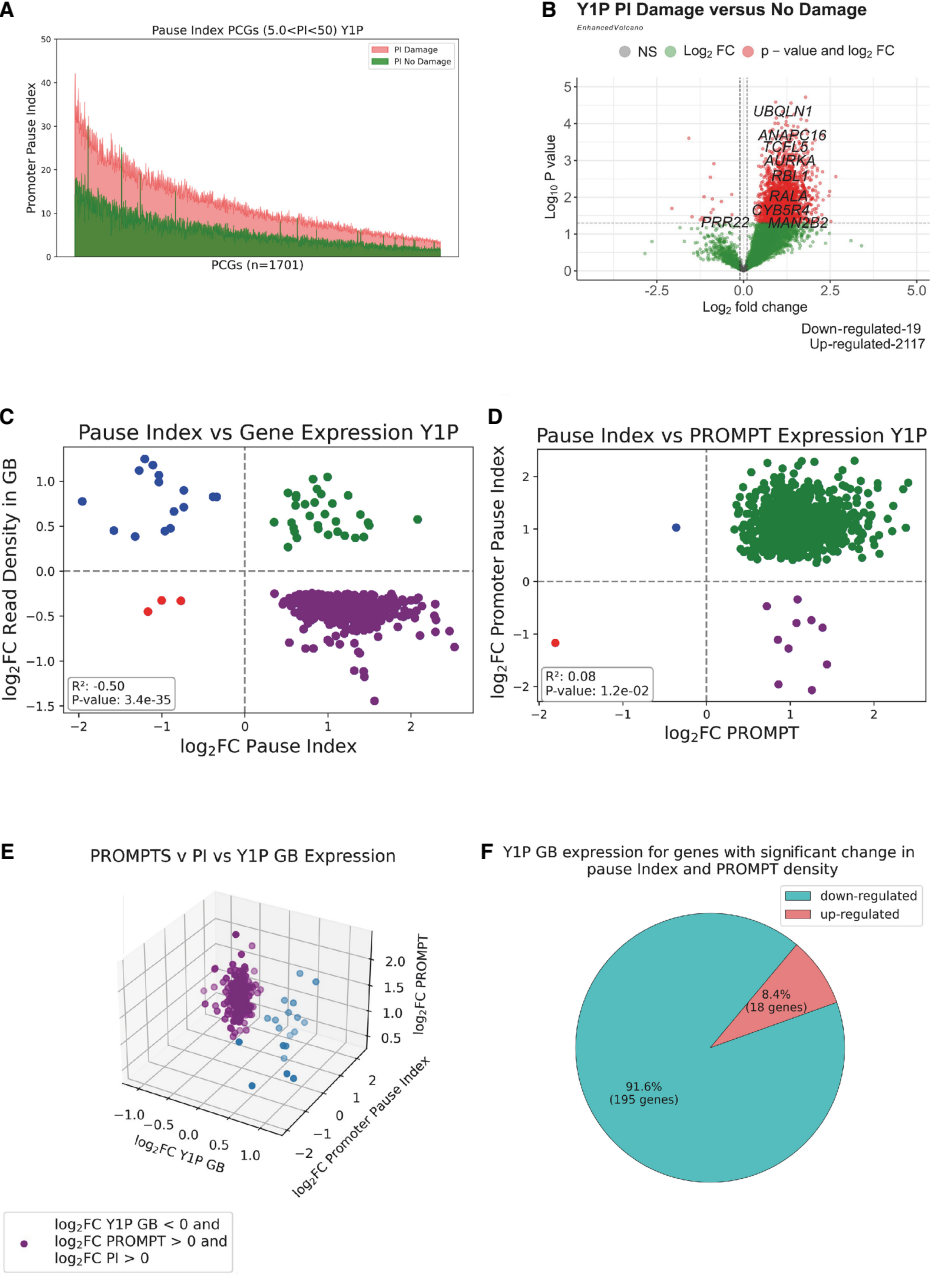
Y1P RNA Pol II–transcribed PROMPTs are associated with an increased promoter pausing index upon IR. (*A*) Line plot showing change in the pause index (PI) of PCGs from Y1P samples upon IR. Genes with a moderate PI (5 < PI < 50) are sorted based on the PI, and each point on the *x*-axis represents a gene; green lines show its PI in a no-damage condition, and orange lines show its PI in a damage condition. (*B*) Volcano plots showing differential PI of PCGs from Y1P samples upon IR. (*C*) Scatter plot showing the log_2_FC in GB expression with the associated log_2_FC in PI of PCGs from Y1P samples on radiation treatment. Only PCGs that show a significant *P*-value (*P* < 0.05) change in the PI and GB from Y1P upon IR were included in the analysis. (*D*) Scatter plot showing the log_2_FC in PROMPT expression with the associated log_2_FC in the PI of PCGs from the Y1P sample on radiation treatment. Pearson correlation coefficient and *P*-value show correlation between PROMPT expression and the PI change of PCGs from Y1P sample on radiation treatment. Only PCGs that show a significant *P*-value (*P* < 0.05) change in the PROMPT expression and PI from Y1P samples upon IR were included in the analysis. (*E*) Three-dimensional scatter plot comparing the log_2_FC in GB expression with the log_2_FC in PI and log_2_FC in the PROMPT of PCGs from Y1P samples on radiation treatment. Only PCGs that show a significant (*P* < 0.05) change in PROMPT expression, PI, and GB from Y1P samples upon IR were included in the analysis. (*F*) Pie chart showing the percentage of down-regulated and up-regulated genes among the PCGs that show a significant (*P* < 0.05) change in PROMPT expression, PI, and GB from Y1P samples upon IR.

Overall, we observed a significantly increased PI in Y1P samples upon IR. Moreover, 94% (476 out of 509) of genes that show significant changes in PI were significantly down-regulated in their GB (Fig. 3C). Furthermore, 99.9% (951 out of 952) of genes that showed significant changes in the PI were associated with significant up-regulation in their PROMPT expression (Fig. 3D). All together, we observed a significant correlation between increases in PI and Y1P PROMPT expression and down-regulation of expression in the GB (Fig. 3E). Specifically, 92% of Y1P significantly down-regulated genes were associated with a significant increase in PROMPT expression and PI (Fig. 3F). We also detected, similarly to Y1P, although at lower levels, up-regulation of S2P PROMPTs and PI upon IR (Supplemental Fig. S7A,B). Up-regulated PI positively correlated with up-regulated PROMPTs and down-regulation of expression in the GB (Supplemental Fig. S7C,D). Similarly, 92.6% of S2P PCGs that show a significant change in GB expression, Y1P PROMPT expression, and associated PI were significantly down-regulated in GB expression along with a significant increase in Y1P PROMPT expression and PI (Supplemental Fig. S7E,F). This illustrates that transcription of PROMPTs is linked to decreased expression of the associated gene via pausing. S5P transcription also showed a generally similar trend, however, at much lower levels (Supplemental Fig. S8A–D). In summary, we detected a correlation between down-regulation of gene expression with concomitant increase in the PI and PROMPT expression. Hence, up-regulated PROMPTs can be linked to transcriptional repression of PCGs through pausing of RNA Pol II in response to DNA damage.

### IR-induced Y1P-transcribed PROMPTs are enriched for PRC2 binding motifs

We have shown that a significant increase in PROMPT expression is correlated with a greater pausing of RNA Pol II, leading to possible global transcriptional repression. Prior studies have indicated that antisense transcription near the promoter region could modulate gene expression of an upstream gene (Chellini et al. 2020). One of the key mechanisms through which PROMPTs can repress gene expression is by recruiting PRC2 (Rosenberg et al. 2021). PRC2 promotes chromatin condensation through trimethylation of histone H3K27, leading to RNA Pol II pausing (Kanhere et al. 2010). PRC2 has been shown to have a binding preference for four-stranded G-rich RNA structures (Fay et al. 2017; Kwok and Merrick 2017), known as G-quadruplex (G4) structures (Wang et al. 2017), at proximal promoter regions.

To investigate the presence of G4 motifs within PROMPTs, we analyzed IR-induced Y1P-associated PROMPTs using a deep learning–based prediction tool, G4RNA screener. We detected a higher enrichment (34.8% compared with 18.8%) of G4 motifs in the up-regulated Y1P PROMPTs, which are linked to gene down-regulation, compared with PROMPTs that are not increased (*P*-value −0.05 < log_2_FC < 0.05) upon IR (Fig. 4A,B). Using probability density plots, we showed a significant increase in G4 coverage in the up-regulated PROMPTs linked with gene down-regulation via PI compared with unchanged PROMPTs (Fig. 4C).

**Figure 4.**
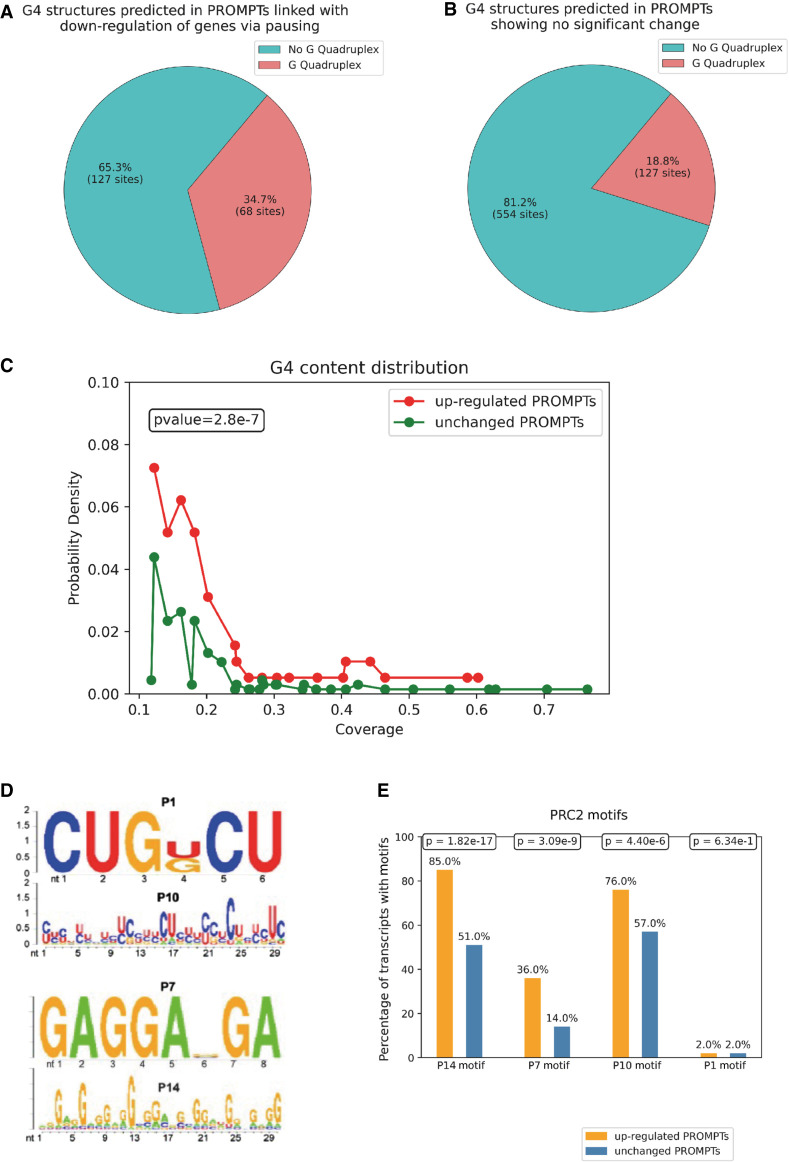
IR-induced Y1P-transcribed PROMPTs are enriched in PRC2 binding motifs. (*A*) Pie chart showing the proportion of sequences predicted to harbor a rG4 structure among the up-regulated (*P-*value < 0.05, log_2_FC > 0.1) PROMPTs, which are correlated with down-regulated GB expression and increased PI upon IR from Y1P samples. (*B*) Pie chart showing the proportion of sequences predicted to harbor a rG4 structure among the unchanged (−0.05 log_2_FC < 0.05 or *P*-value > 0.05) PROMPTs upon IR from Y1P. (*C*) Probability density plots representing rG4 coverage across up-regulated PROMPTs, which are linked with down-regulated GB expression and increased PI versus unchanged PROMPTs upon IR from Y1P samples. A Mann–Whitney *U* test is used to compare median values of the two probability distributions. (*D*) RNA-binding motifs of PRC2 identified using dCLIP (Rosenberg et al. 2021). (*E*) Bar charts showing the percentage of sequences containing a PRC2 motif among the up-regulated (*P-*value < 0.05, log_2_FC > 0.1) PROMPTs, which are correlated with down-regulated GB expression and increased PI upon IR from Y1P samples versus unchanged PROMPTs. A Mann–Whitney *U* test was to compute statistical significance in the difference in enrichment of PRC2 motifs between up-regulated and unchanged PROMPTs.

A previous study identified four different PRC2 binding motifs (Fig. 4D; Rosenberg et al. 2021) by sequencing RNA bound to PRC2 using dCLIP assays (Rosenberg et al. 2017). We observed, similar to the G4 enrichment, significantly higher enrichment for the PRC2 binding motifs P14 (*P-*value = 1.82 × 10^−17^), P7 (*P-*value = 3.09 × 10^−9^), and P10 (*P-*value = 4.40 × 10^−6^) in up-regulated PROMPTs linked to gene down-regulation via RNA Pol II pausing (Fig. 4E). The U-rich P1 motif did not show a difference in enrichment between the two groups of PROMPTs, suggesting that GC-rich motifs (P10, P7, and P14) likely form scaffolds for PRC2 binding.

Apart from PRC2 binding motifs, up-regulated PROMPTs also showed enrichment for motifs of splicing factors like RBM4 and SRSF7 (Supplemental Fig. S9), which were shown to be correlated with the proximal promoter pausing in a previous study (Akcan et al. 2023). The exact mechanisms for the action of these splicing factors on transcription repression remains enigmatic.

All together, our data suggest that Y1P PRMOPTs that are up-regulated in response to DNA damage are G4-rich and contain PRC2 binding motifs.

### PRC2 is in close proximity to Y1P RNA Pol II and PROMPTs upon DNA damage

Because IR-up-regulated Y1P-associated PROMPTs contain PRC2 binding motifs, we hypothesized that PRC2 and Y1P RNA Pol II might be in close proximity in the cells. Human PRC2 consists of four core subunits (enhancer of zeste 2 polycomb repressive complex 2 subunit [EZH2], embryonic ectoderm development [EED], SUZ12 polycomb repressive complex 2 subunit [SUZ12], and RB binding protein 7/4, chromatin remodeling factor (RBBP7/RBBP4; also known as RbAp46/RbAp48) and several auxiliary subunits. EZH2 is known as the enzymatic subunit of PRC2 (Shi et al. 2017).

To evaluate the proximity of PRC2 and Y1P RNA Pol II, we performed a proximity ligation assay (PLA) using antibodies against EZH2 (Duan et al. 2020), and Y1P. We detected a significantly (*P-*value < 0.05) increased number of PLA foci, suggesting interaction between EZH2 and Y1P RNA Pol II upon DSB induction (single antibodies were used as negative control) (Fig. 5A). We have shown previously that damage-induced ABL1 (also known as c-ABL) is the kinase responsible for phosphorylating Y1 CTD on RNA Pol II at DSBs. The activity of ABL1 can be inhibited by imatinib treatment. Treatment with imatinib resulted in a significant decrease in PLA foci compared with the untreated sample upon IR (Fig. 5A). These data suggest that Y1P RNA Pol II is in close proximity to PRC2.

**Figure 5.**
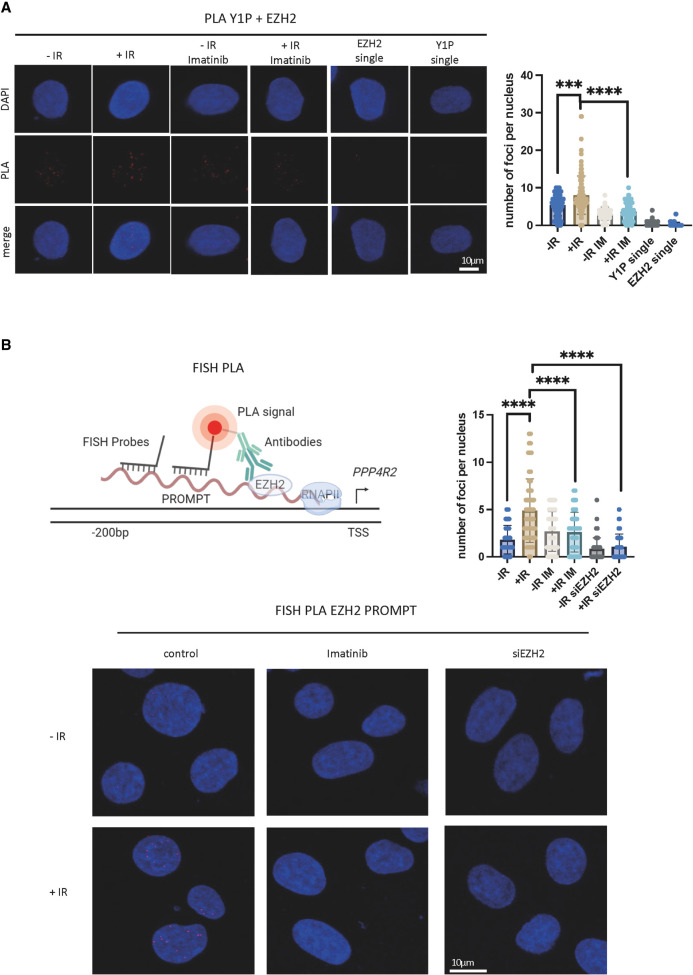
PRC2 is in close proximity to Y1P RNAPII and PROMPTs upon DNA damage. (*A*, *left*) Representative images showing PLA foci of Y1P and EZH2 in presence or absence of imatinib (1 μM, 1 h) in IR (10 Gy, 10 min) or no-IR conditions. n(no IR) = 126, n(IR) = 113, n(no IR + imatinib) = 104, n(IR imatinib) = 75, n(EZH2 single) = 41, and n(Y1P single) = 52, where n denotes the number of nuclei used for quantification. (*Right*) Quantification of PLA. A Mann–Whitney *U* test was used to compute statistical significance for difference in foci count. (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001, and (****) *P* < 0.0001. (*B*, *top left*) Illustration showing principles of FISH-PLA. (*Bottom*) Representative images showing FISH-PLA foci in presence or absence of imatinib (1 μM, 1 h) in IR (10 Gy, 10 min) or no-IR conditions or in wt or EZH2-depleted cells. (*Top right*) Quantification of FISH-PLA images. A Mann–Whitney *U* test was used to compute statistical significance for difference in foci count. (****) *P* < 0.0001.

To investigate whether PRC2 can directly bind to PROMPTs, we used fluorescent in situ hybridization in combination with PLA (FISH-PLA) (Alagia et al. 2023). In this assay, instead of using two antibodies (as in traditional PLA detecting interaction between two proteins of interest), we use one antibody (against EZH2) and oligonucleotide probes specific to PROMPTs (on one selected gene from mNET-seq). Analysis of FISH-PLA revealed a significant, IR-induced interaction between EZH2 and PROMPTs, which was sensitive to imatinib treatment and depletion of EZH2 (Fig. 5B; Supplemental Fig. S11A).

Next, we tested whether EZH2 binding to PROMPTs is caused by its increased expression upon IR treatment. We tested two different cell lines, U2OS and HEK293, and used western blot analysis to show that IR does not lead to reproducible up-regulation of EZH2 protein levels (Supplemental Fig. S10A). Because EZH2 protein levels remain similar between irradiated and nonirradiated samples, the increased interaction is most likely owing to enhanced expression of PROMPTs.

### PROMPTs and PRC2 facilitate down-regulation of PCGs upon DNA damage

If indeed Y1P PROMPTs serve as a recruitment platform for PRC2, which in turn leads to proximal promoter pausing and down-regulation of an upstream gene, inhibition of PROMPTs or depletion of EZH2 should have an effect on the targeted gene expression. To test this hypothesis, we performed RT-qPCR analysis using three strand-specific primer sets: one probing for antisense PROMPTs, one probing for sense promoter pausing–derived RNA, and one probing for sense RNA in the body of the gene (Supplemental Fig. S10B). RT-qPCR was performed on RNA isolated from wild-type (WT), imatinib-treated, or EZH2-depleted cells exposed to IR. We selected three representative genes from our mNET-seq analysis, *ASXL1*, *L2HGDH*, and *PPP4R2*, that were significantly down-regulated upon DNA damage and associated with elevated Y1P PROMPT expression. 

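ASXL1, which encodes a Polycomb-associated chromatin regulator, had a log2FC of -0.53 (standard error 0.096, adjusted p = 0.0178) with Y1P in the mNET-seq gene-body counts of irradiated cells, and lies on chromosome 20 of GRCh38 from 32358330 to 32439319. PPP4R2, which encodes a regulatory subunit of protein phosphatase 4, had a log2FC of -0.58 (standard error 0.087, adjusted p = 0.00796), and lies on chromosome 3 of GRCh38 from 72996803 to 73069198. Normalized counts of ASXL1 were 366 and 444 CPM in the nonirradiated Y1P libraries of replicates 1 and 2, and 286 and 270.4 in the irradiated ones. With S2P and S5P neither gene passed the threshold in edgeR; the log2FC was -0.28 and -0.14 for ASXL1 and -0.25 and -0.38 for PPP4R2. Without Y1P replicate 2 the log2FC with Y1P was -0.32 for ASXL1 and -0.51 for PPP4R2, neither past the threshold, and neither was past it without the replicate block.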

Our RT-qPCR data revealed that IR induced an increase in antisense PROMPTs and sense pause-derived RNA alongside a decrease in RNA levels in the GB. The IR-induced increase in PROMPT RNA was greater and more significant than the increase in 5′ pause-derived RNA. Furthermore, treatment with imatinib or depletion of EZH2 abolished the observed IR-induced gene repression (Fig. 6A). To test whether this damage-induced transcription repression is also present in another noncancer cell line, we performed RT-qPCR in HEK293 cells and obtained similar results, confirming PROMPT-driven transcription repression is a general mechanism (Supplemental Fig. S10C).

**Figure 6.**
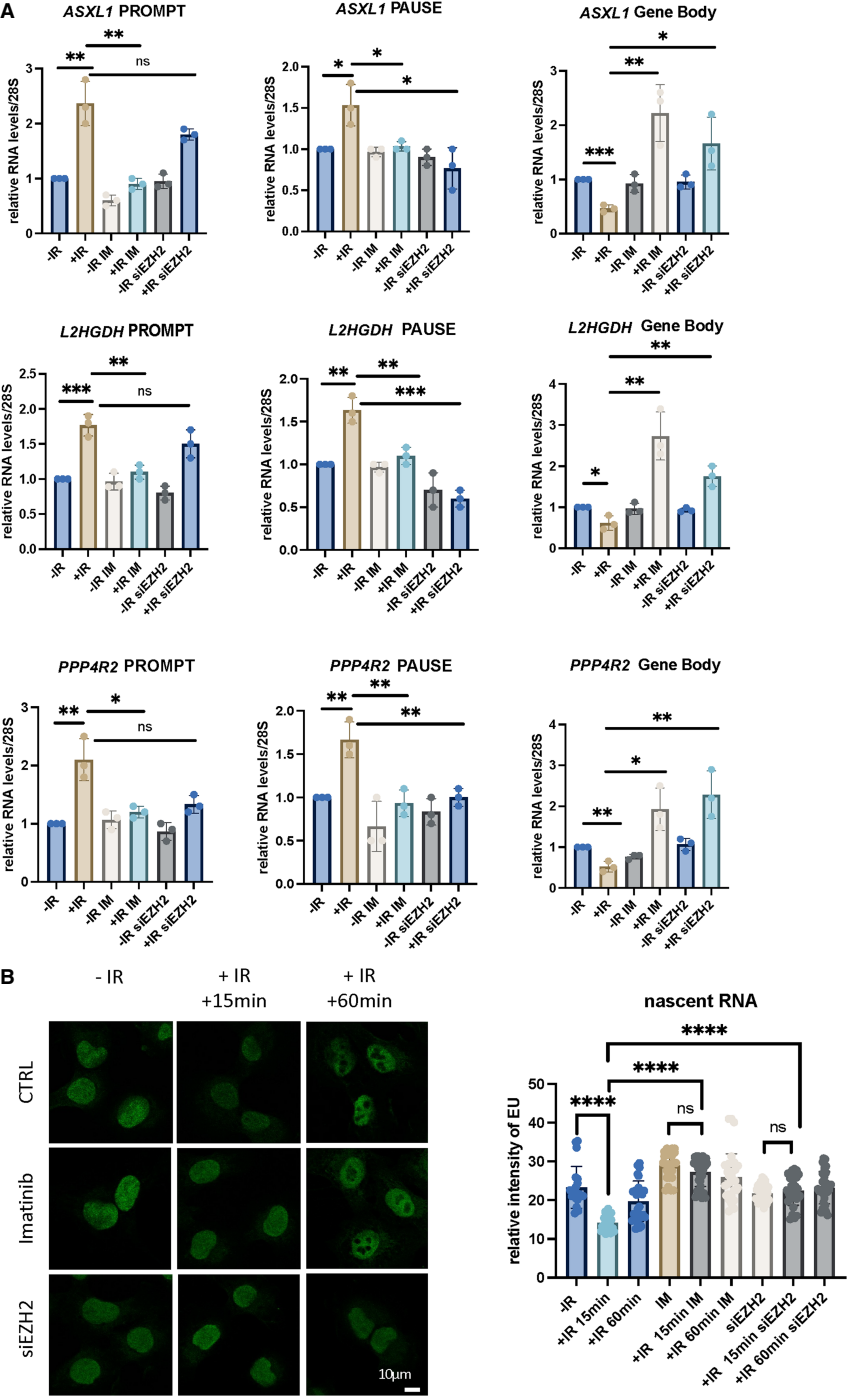
PROMPTs and PRC2 facilitate down-regulation of PCGs upon DNA damage. (*A*) Bar charts showing RT-qPCR analysis of PROMPT-, PAUSE-, and GB-derived RNA at three selected genes. An unpaired *t*-test was used to assess statistical significance. (*) *P* < 0.05, (**) *P* < 0.01, (***) *P* < 0.001. (*B*, *left*) Representative images showing EU staining of nascent RNA in cells exposed to IR. (*Right*) A bar chart showing the quantification of images on *left*. A Mann–Whitney *U* test was used to compute statistical significance for difference in foci count: (****) *P* < 0.0001.

Next, we used EU staining of nascent RNA followed by CLICK chemistry and confocal microscopy to show global down-regulation of nascent transcription upon IR. This transcriptional repression was sensitive to imatinib treatment and EZH2 depletion (Fig. 6B; Supplemental Fig. S11B).

To examine whether up-regulation of PROMPTs is a phenomenon also observed during SSBs induced by UV, we examined nascent RNA from GRO-seq data corresponding to significantly differentially expressed genes 8 h after UV exposure (Williamson et al. 2017). We did not observe a significant increase in PROMPT expression for down-regulated genes (Supplemental Fig. S12A–D) following UV exposure. This might be because of the ephemeral nature of PROMPTs, limiting their effects to a short duration (<30 min) after DNA damage. To test PROMPTs at a shorter time after UV exposure (30 min), we used comprehensive RT-qPCR analysis of three selected genes that are regulated by this mechanism upon IR treatment. We did not detect down-regulation of these genes or increased expression of PROMPTs upon UV treatment (Supplemental Fig. S12E).

Overall, our data indicate that up-regulation of PROMPTs for transcriptionally repressed genes might be unique to IR-induced DNA damage.

## Discussion

DNA damage often entails a need for transcriptional repression of genes near the damage sites to prevent defective and obstructive transcription until the DNA damage is repaired. Prior studies using UV-induced DNA damage have suggested that global transcriptional shutdown is stimulated by the degradation of ubiquitinated RNA Pol II during SSB repair (Tufegdžić Vidakovic et al. 2020; Steurer et al. 2022). Studies using the sequence-specific AsiSI cell line model showed ATM-dependent transcriptional down-regulation of genes near cleavage sites. However, the molecular principles that control the global transcriptional response to IR-induced DSBs remain enigmatic. In this study, we used mNET-seq strategy to provide evidence for global transcriptional repression of PCGs following IR. We observed that the down-regulated pathways included a myriad of growth-related factors and other signaling pathways, whereas up-regulated genes were involved in TP53 signaling and DNA repair pathways, implying a shift in transcriptome expression from normal cell division and growth to DNA repair and cell cycle arrest. Additionally, we detected an increase in the expression of numerous lncRNA species, specifically antisense RNA transcribed by Y1P RNA Pol II following IR. This represents a sharp dichotomy to the repressed transcriptome of PCGs. The antisense lncRNA could modulate gene expression of PCGs in *cis* via transcriptional interference (Zhao et al. 2020), whereby transcription of antisense RNA can interfere with RNA Pol II transcribing the overlapping sense PCG. We show that natural antisense transcripts, Y1P-transcribed PROMPTs, were significantly up-regulated and associated with a subset of down-regulated PCGs following IR.

Increased Y1P PROMPT expression in response to DNA damage has not been reported before. Previously, we showed that Y1P facilitates transcription of DARTs at DSBs (Burger et al. 2019). The activity of Y1P RNA Pol II at DSBs is regulated and triggered by damage-induced ABL1 kinase, which phosphorylates Y1 in the CTD of RNA Pol II. Up-regulation of ABL1 was also reported as a consequence of activation of upstream DDR regulators such as DNA-dependent protein kinase (DNA-PK) and ATM. Another study (Yurko et al. 2017) showed overall increased levels of Y1P following IR in *Saccharomyces cerevisiae*. We show a significant increase in the density of Y1P RNA Pol II in the antisense region, 500 bp upstream of the TSS, represented in irradiated samples. However, a question remains as to how Y1P activity is regulated and preferentially associated with promoter regions of down-regulated genes. Perhaps differences in sequence or epigenetic modifications might be relevant to determine the preference for antisense transcription at a subset of genes upon IR.

The increased expression of Y1P PROMPTs upstream of down-regulated genes was found to be positively correlated with RNA Pol II proximal promoter pausing. A previous study (Iannelli et al. 2017) on transcriptional repression close to DSBs in an AsiSI model cell line also reported a decrease in transcription initiation using CAGE sequencing, which quantifies the 5′ end of nascent RNA of genes near DSBs. This study also observed a significant reduction in transcription elongation by quantifying S2P using ChIP-seq. Indeed, reduced transcription elongation is consistent with increased proximal promoter pausing, which prevents the transition from S5P to S2P (Liu et al. 2015). Based on the GB coverage of S2P from mNET-seq, the increased number of significantly down-regulated PCGs compared with significantly up-regulated genes (505 vs. 152) further supports the reduction in transcription elongation reported during DSB induction. Furthermore, our data suggest that the reduction in transcription elongation is a global phenomenon in response to IR-induced DSBs.

PROMPTs have been shown to modulate the transcription of upstream PCGs (Chellini et al. 2020). In particular, transcription repression through the recruitment of PRC2 (Kanhere et al. 2010) can condense chromatin through H3K27me3 (Rosenberg et al. 2021). PRC2 recruited by PROMPTs can also induce RNA Pol II proximal promoter pausing through catalytic inactivation of a transcription elongation factor known as elongin A (ELOA) (Ardehali et al. 2017). The significant enrichment of PRC2 binding motifs in Y1P PROMPTs associated with gene down-regulation through pausing, as well as our FISH-PLA data, suggests Polycomb-dependent transcriptional repression upon IR. Furthermore, using RT-qPCR and EU staining, we showed recovery of nascent RNA synthesis upon PRC2 knockdown in irradiated cells. Suppressing PROMPT expression by reducing Y1P RNA Pol II also restored nascent RNA synthesis in response to DNA damage, suggesting that Y1P-transcribed PROMPTs mediate transcription repression in a PRC2-dependent manner. The role of Polycomb complexes in DDR was reported previously. PRC1-mediated and ATM-dependent transcription repression of genes near DSBs was previously shown using a U2OS cell line with I-SceI restriction sites inducing DSBs at known sites (Ui et al. 2015). The study also showed that recruitment of PRC1 through ATM induces histone H2A monoubiquitination, which can impede transcription elongation (Zhou et al. 2008). However, PRC1 can also be recruited to H3K27me3 marks deposited by PRC2 (Laugesen et al. 2019). Hence, it is likely that PRC1-mediated transcriptional repression might be one of the complementary effects of PRC2 recruitment to Y1P PROMPTs. Additionally, PRC2 alone can also lead to RNA Pol II pausing via H3K27me3-induced chromatin condensation.

Because PROMPTs are transcribed by Y1P RNA Pol II, which is dependent on elevated levels of ABL1 kinase upon DDR, we also checked for ABL1 expression across cancer types to ascertain whether our proposed mechanism is a unique feature of osteosarcoma cells (bone cancer). The elevated expression of ABL1 across several cancer types compared with noncancerous counterparts (Supplemental Fig. S13) suggests that PROMPT-mediated transcriptional repression upon DSBs might be conducive in a variety of cancers. However, in cancers of the immune system like acute lymphoblastic leukemia, myelodysplastic malignancies are characterized by loss of function mutation in EZH2 (Ernst et al. 2010; Chase et al. 2020), and therefore would not be able to facilitate PRC2-dependent transcription repression owing to an inability to catalyze H3K27me3 repressive chromatin marks.

In conclusion, we used mNET-seq to illustrate genome-wide transcriptional repression of PCGs upon DSB induction. We propose that following IR, Y1P-transcribed PROMPTs form a recruitment platform for the transcriptional repressor complex, PRC2, which in turn deposits a repressive mark on histones, leading to RNA Pol II stalling near the TSS and, consequently, resulting in the down-regulation of the downstream gene (Fig. 7). This transcriptional repression might contribute to efficient DNA repair.

**Figure 7.**
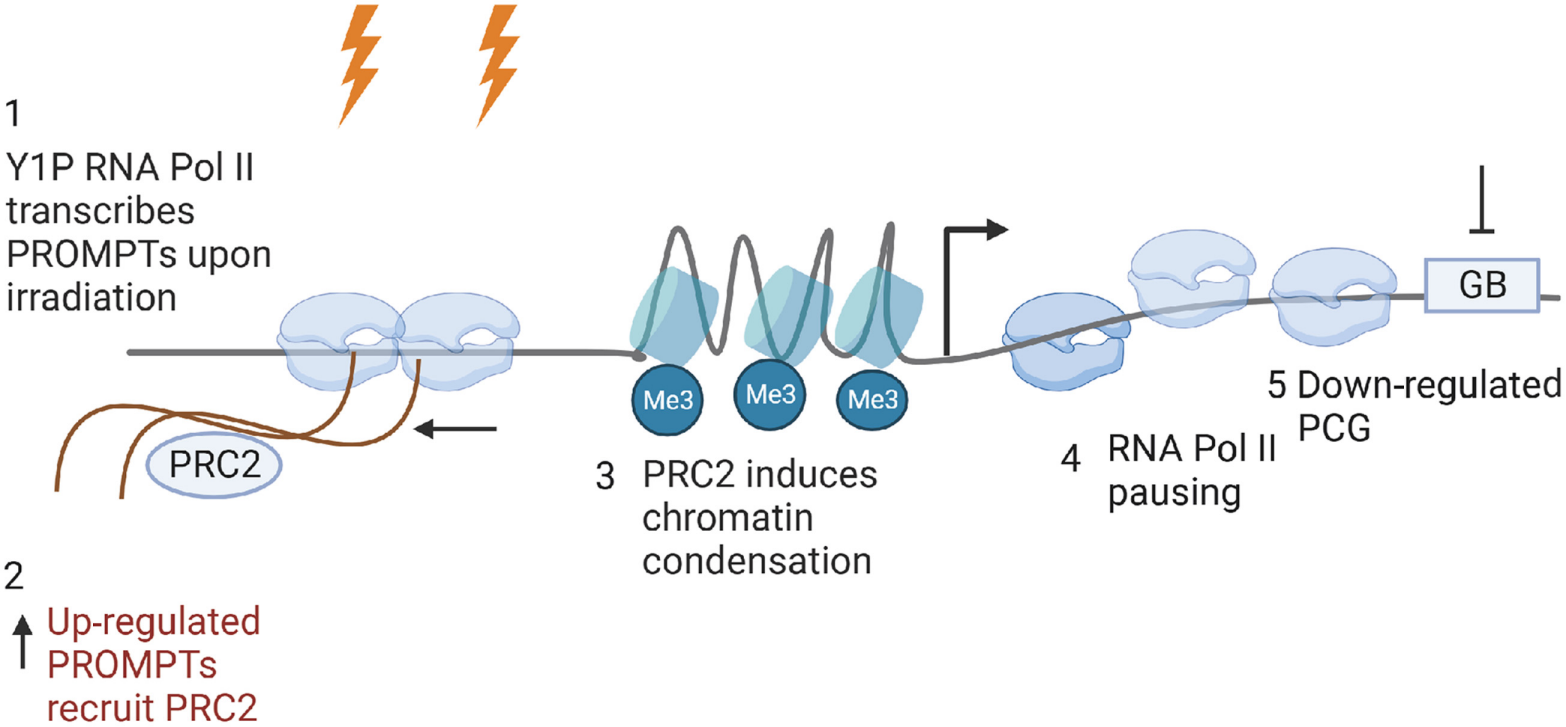
Model of Y1P RNAPII-dependent PROMPTs facilitating down-regulation of PCGs upon DNA damage. Upon DSB induction, elevated ATM-dependent ABL1 activity causes greater enrichment of Y1P RNA Pol II near the promoter of PCGs and concomitantly enhanced expression of PROMPTs near PCGs. PROMPTs recruit PRC2, which facilitates pausing of RNA Pol II via H3K27me3-dependent chromatin condensation, leading to reduced gene expression of PCGs. Image was created with BioRender (https://www.biorender.com).

## Methods

### Cell culture

U2OS cells were obtained from ATCC and maintained in monolayer culture at exponential growth in high-glucose Dulbecco's Modified Eagle Medium supplemented with 10% heat-inactivated fetal bovine serum and 1× penicillin/streptomycin solution. Cells were incubated at 37°C in a humidified environment with 5% CO_2_ and periodically checked for the presence of mycoplasma contamination. To induce DNA damage, cells were irradiated with 10 Gy, and samples were collected 30 min after treatment.

### Proximity ligation assay

The PLA was executed following the guidelines provided by the Duolink in situ red or green starter kit for mouse/rabbit (Sigma-Aldrich), adhering to the manufacturer's instructions. Cells were seeded onto coverslips followed by fixing and permeabilization according to established immunofluorescence protocol. Permeabilization of the cells was performed using CSK buffers (10 mM PIPES, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_, 1 mM EGTA, 0.7% Triton X-100, 1 × protease inhibitor cocktail) in a cold room for 15 min before fixation. Subsequently, the coverslips were subjected to a 1-h blocking step in PLA blocking buffer within a humidity chamber maintained at 37°C. Primary antibodies were diluted using PLA antibody diluent and applied to the coverslips, which were then incubated overnight at 4°C in a humidified chamber. Following this incubation, the coverslips were washed three times in PLA buffer A at room temperature before being exposed to PLA probes for 1 h at 37°C. After another three washes in PLA buffer A, the coverslips were treated with PLA ligase in ligation buffer for 30 min at 37°C. Subsequent to three washes in PLA buffer A, the coverslips were incubated with PLA polymerase in polymerase buffer for 100 min at 37°C in the absence of light. Postincubation, the coverslips were washed three times in PLA buffer B under dark conditions and then rinsed twice with 0.01× PLA buffer B. Finally, the coverslips were mounted onto slides using PLA DAPI solution and imaged using an Olympus Fluoview FV1200 confocal microscope equipped with a 60× objective. For image visualization, Fiji (Schindelin et al. 2012) was used, and subsequent analysis was performed using CellProfiler (Carpenter et al. 2006) with an in-house pipeline.

### FISH-PLA

FISH-PLA was performed following the guidelines previously outlined (Alagia et al. 2023). U2OS cells were initially seeded onto glass coverslips and, after 24 h, were subjected to IR (10 Gy) and incubated for 10 min. The coverslips were then washed thrice with cold PBS and fixed in cold 4% paraformaldehyde (Alfa Aesar) in PBS for 15 min. Following three additional washes in cold PBS, permeabilization was performed with cold 0.5% Triton X-100 in PBS (PBST) for 10 min. Slides were then subjected to three washes in cold PBS and blocked in a buffer consisting of 1× SSC, 20 μg/μL yeast tRNA (Thermo Fisher Scientific), 20 μg/μL salmon sperm DNA (Thermo Fisher Scientific), 0.5% Triton X-100, 2% BSA, and 1 U/μL RNasin plus (Promega) for 1 h at 37°C.

The probe incubation buffer, comprising 1× SSC and 100 nM DNA probes, underwent heating for 3 min to 98°C, followed by cooling on ice for 10 min before the addition of 1% Triton X-100 and 1 U/μL RNasin plus (final). Coverslips were then incubated with the probe incubation buffer for 3 min at 80°C and, subsequently, overnight at 37°C. Postincubation, coverslips were washed three times in SSC-T buffer (1× SSC, 0.1% Triton X-100, 1% BSA) and twice in PBS before blocking for 1 h at 37°C with PLA blocking buffer. Primary antibodies were appropriately diluted in PLA antibody diluent and incubated overnight at 4°C in a humidified chamber. Cover slips were then washed three times in PLA buffer A at room temperature, followed by incubation with minus rabbit PLA probe (Sigma-Aldrich) for 1 h at 37°C. The PLA protocol was then carefully followed according to the manufacturer's instructions using the Duolink in situ red starter kit mouse/rabbit (Sigma-Aldrich).

### Western blot

Protein samples were extracted from cell culture using RIPA buffer. They were then sonicated for a duration of 10–30 sec, followed by a 5-min incubation at 98°C in 1× Laemmli buffer (Alfa Aesar). Subsequently, these treated samples were loaded onto 4%–15% Mini-PROTEAN TGX gels (Bio-Rad) and electrophoresed in Tris-glycine running buffer (Bio-Rad) under a constant voltage of 100 V for a period of 1 h. For the purpose of transferring proteins onto nitrocellulose membranes, gels were transferred over a span of 1 h 30 min at a consistent voltage of 15 V. The successful transference of proteins to the membranes was assessed using Ponceau S staining (Merck). The nitrocellulose membranes were then subjected to blocking, which was performed for 1 h at room temperature using 5% milk in PBS with 0.1% Triton X-100 (PBST). Following blocking, the membranes were incubated overnight at 4°C with primary antibodies. After primary antibody incubation, the membranes underwent three PBST washes and were subsequently incubated with secondary antibodies for 1 h at room temperature. After an additional three PBST washes, protein bands were visualized using an enhanced chemiluminescence (ECL) detection, and the results were recorded on Amersham Hyperfilm ECL film.

### RNA transfection

U2OS cells were reverse-transfected using 60 nM of siRNA targeting EZH2 and Lipofectamine RNAiMAx following manufacturer's instructions. Twenty-four hours after transfection, cells were irradiated with 10 Gy and harvested after 15 min.

### Isolation of RNA and RT-qPCR

Total RNA was isolated from U2OS cells using TRIzol reagent, treated with DNase I following the manufacturer's instructions, and quantified by NanoDrop. A reverse transcription reaction was performed using gene-specific primers and SuperScript III enzyme according to the manufacturer's instructions. The reference gene 28S was used as an internal control. All primer pairs were purchased from Sigma-Aldrich, and Primer BLAST was used as primer designing tool.

### 5-EU labeling of cultured cells and detection by click chemistry

U2OS cells were seeded on glass coverslips to reach 70% of confluency after 24 h. 5-EU was added to complete the culture medium to a final concentration of 2 mM for 1 h. Before IR, cells were washed twice with 1× phosphate buffer saline solution followed by incubation with complete culture media. Irradiated cells (10 Gy) were harvested at specific time points (15 min and 1 h); nonirradiated cells were used as negative control. The fixation and permeabilization steps were performed using PFA 4% solution for 10 min at 37°C and Triton 0.5% solution for 10 min at room temperature. Click reaction was performed for 1 h at room temperature protected from light using CuSO_4_ 2 mM, THPTA 10 mM, aminoguanidine 5 mM, sodium ascorbate 100 mM, and biotin-PEG_3_-azide 100 µM solution in PBS; all reagents were prepared fresh and used within 30 min from resuspension. The reaction was quenched by washing the cells for three times (5-min rocking at room temperature) with a solution of Triton X-100 0.5% and EDTA 5 mM in PBS. Then, cells were blocked with BSA 5% and Triton X-100 0.1% solution for 1 h at 37°C. Antibiotin and γH2AX primary antibodies (1:1000 dilution) were incubated overnight at 4°C in BSA 5% and Triton X-100 0.1%. Secondary antibody incubation (1:2000 dilution) was performed for 2 h at room temperature and protected from light using Alexa Fluor 555 goat antirabbit and Alexa Fluor 488 goat antimouse. Cells were counterstained with DAPI and imaged on an Olympus FV1200 live cell confocal microscope.

### mNET-seq sample preparation

mNET-IP samples were prepared as described previously (Burger et al. 2019). Specifically, 4 μg of relevant antibody was coupled to magnetic beads (Invitrogen) overnight, washed, and resuspended in 100 μL NET-2 buffer (50 mM Tris–HCl at pH 7.4, 150 mM NaCl, 0.05% NP-40) before immunoprecipitation. Irradiated and control cells were harvested, washed in cold PBS, and lysed in hypotonic lysis buffer (10 mM HEPES at pH 7.9, 60 mM KCl, 1.5 mM MgCl_2_, 1 mM EDTA, 1 mM DTT, 0.075% NP-40, 1× protease/phosphatase inhibitor cocktails, Roche; 10 min, 4°C with rotation). Nuclei were collected by centrifugation (2 min, 1000 rpm, 4°C), washed 2× in hypotonic lysis buffer without NP-40, and resuspended in 125 μL cold NUN1 buffer (20 mM Tris–HCl at pH 7.9, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol, 1× protease/phosphatase inhibitor cocktails, Roche). Then, 1.2 mL NUN2 buffer (20 mM HEPES-KOH at pH 7.6, 300 mM NaCl, 0.2 mM EDTA, 7.5 mM MgCl_2_, 1% NP-40, 1 M urea, 1× protease/phosphatase inhibitor cocktails, Roche) was added, and nuclei were incubated on ice (15 min) with occasional vortexing and centrifuged (10 min, 16,000 rpm, 4°C). The nonsoluble chromatin pellet was washed in 100 μL 1× MNase buffer (NEB), centrifuged, and digested in 100 μL MNase reaction mix (87 μL ddH_2_O, 10 μL 10× MNase buffer, 1 μL 100× BSA, 2 μL MNase [2000 U/μL] for 90 sec at 37°C with rotation). Ten microliters of 100 mM EDTA was added to stop digestion. MNase digests were centrifuged (5 min, 16,000 rpm, 4°C), and the supernatant was diluted with 10 volumes of NET-2 buffer. Conjugated antibodies were added to the diluted supernatants and incubated for 2 h at 4°C with rotation. mNET-IP was performed in absence of Empigen. Samples were centrifuged (5 min, 2000 rpm, 4°C), and pelleted beads were washed in 800 μL NET-2 buffer 7×. RNA was recovered using TRIzol, resuspended in 20 μL urea dye (7 M urea, 0.05% xylene cyanol, 0.05% bromophenol blue), incubated for 10 min at 75°C, and separated (30 min, 350 V) in 1× TBE buffer (90 mM Tris, 90 mM boric acid, 2 mM EDTA) on a 6% PAGE gel with 7 M urea. Migration fronts of xylene cyanol and bromophenol blue or end-labeled pBR322 MspI digest (NEB) were used as size marker. The separated RNA was size-selected into a small (<100-nt) fraction by cutting out gel slices according to size markers. Slices were incubated in 400 μL elution buffer (1 M NaOAc, 1 mM EDTA; 2 h, room temperature with rotation). Samples were centrifuged (2 min, 13,000 rpm), and supernatants containing eluted RNA were loaded on spin-X-columns (Coster) and centrifuged (1 min, 13,000 rpm). Flow-through was precipitated using 1 ml 100% ethanol and 1 μL glycogen (MP Bio), incubated (20 min, room temperature), and centrifuged (20 min, 13,000 rpm). Pellets containing small RNA were resuspended in 6 μL ddH_2_O. RNA quality was controlled using a Bioanalyzer (Agilent).

### mNET-seq data processing

mNET-seq data were processed following mNET-seq processing pipeline (Prudêncio et al. 2020). In brief, adapters were trimmed using cutadapt (version 4.4) (Martin 2011; https://cutadapt.readthedocs.io/en/stable/installation.html) in paired-end mode, and the quality of the resulting FASTQ files was assessed using FASTQC (https://www.bioinformatics.babraham.ac.uk/projects/FASTQc/). The trimmed reads were then aligned to the human hg38 reference genome using STAR aligner (Dobin et al. 2013). Uniquely mapped reads were then extracted from the alignment files using SAMtools (version 1.7) (Li et al. 2009). Reads resulting from PCR internal priming and duplication events were removed using the Python script (https://github.com/kennyrebelo/Filtering_InternalPriming) from Prudêncio et al. (2020). The resulting BAM files were then used for differential gene expression analysis. To make mNET-seq plots representing locations of actively transcribing RNA Pol II, the free 3′OH end of RNA fragments was obtained using the script at GitHub (https://github.com/rluis/mNET_snr) (Prudêncio et al. 2020). Free 3′OH ends of reads emanating from intronic lariats or splicing intermediates that might occlude the position of RNA Pol II were removed by removing reads mapping to ends of exons using SAMtools (version 1.7) and BEDTools (version 2.31.0) (Quinlan and Hall 2010). The final alignment files containing positions of free three 3′OH were then used for making gene plots and Integrative Genomics Viewer (IGV) profiles.

### Metagene plots

Coverage files containing RPKM normalized read counts per nucleotide position were generated for each alignment using deepTools BAMCoverage (https://deepTools.readthedocs.io/en/develop/). The coverage files were exported in bigWig format and loaded into the IGV browser (https://software.broadinstitute.org/software/igv/) for visualizing the normalized read density around break sites. Subsequently, computeMatrix operation of deepTools was used to calculate the average profile from the bigWig files with bin size set at five. The scale region mode of computeMatrix was used to make metagene plots of GB regions with 1-kb flanks. The reference point mode was used to make metagene plots around the TSS with 500-bp flanks upstream of and downstream from the TSS.

### Differential expression analysis

For differential expression analysis, alignment files containing full read length after removal of internal priming and duplication events were used.

To measure gene expression, GB was defined as a region starting from 200 bp downstream from the TSS to the TES in order to exclude paused RNA Pol II near the promoter region. Read counts across the GB were calculated using featureCounts: (https://www.rdocumentation.org/packages/Rsubread/versions/1.22.2/topics/featureCounts) with parameters set to exclude reads that overlap gene bodies, multimapping reads, and reads that are bound to the opposite strand of the annotated feature. DESeq2 (Love et al. 2014) was then used to perform differential expression analysis. For differential expression, the number of replicates was set to four, and the batch effect was corrected for in the design matrix by attributing the technical replicate as the same batch. Significantly up-regulated genes were defined as adj *P*-value (Mann–Whitney *U* test after correcting for multiple testing) < 0.05 and log_2_FC > 0.1, and significantly down-regulated adj *P*-value < 0.05 and log_2_FC > 0.1. Volcano plots were created using the EnhancedVolcano (https://bioconductor.org/packages/devel/bioc/vignettes/EnhancedVolcano/inst/doc/EnhancedVolcano.html) package of R (R Core Team 2021). Gene Ontology analysis for DEGs was performed using Enrichr (Kuleshov et al. 2016).

### PROMPT analysis

PROMPTs were defined as transcripts in the region 500 bp upstream of the annotated TSS in antisense direction. For differential expression analysis of PROMPTs, antisense read coverage in the 500 bp upstream of the TSS was obtained using BEDTools multicov. The BED file containing co-ordinates for 500 bp upstream of the TSS in antisense direction was obtained by using a custom Python script to modify BED entries of hg38 reference genome. The PROMPT read counts were normalized based on total number of reads in each sample replicate. PROMPTs with a zero read count in any of the samples were removed from analysis, and a *P*-value of 0.05 resulting from a Mann–Whitney *U* test was set as the significance threshold for differential expression. A custom Python script was used to calculate log_2_ (average PROMPT expression of no-damage replicates/average PROMPT expression of damage replicates) and to perform statistical testing using the Python SciPy package.

Cumulative distribution plots were made using a custom Python script to compare fold changes in PROMPT expression for up-regulated genes versus down-regulated genes based on their GB expression. Statistical testing was performed for this plot with a Mann–Whitney *U* test from the SciPy Python package.

Total read coverage in the 500-bp region in the antisense direction was obtained using BEDTools multicov for up-regulated and down-regulated genes based on GB expression in damage and no-damage samples. Box plots were then made with Matplotlib and significance testing performed with a two-sample Wilcoxon test to compare PROMPT expression in damage and no-damage samples for up-regulated and down-regulated genes based on GB expression.

### PI analysis

The promoter PI was defined as the ratio between read coverage across the promoter-proximal region (PPR) and GB region. PPR was defined as 50 bp upstream of and 200 bp downstream from the annotated TSS. GB was defined as the region from 50 bp downstream from the annotated TSS to the annotated TES. The PPR was defined arbitrarily based on the peak of the paused RNA Pol II from metagene plots. The read coverages across PPR and GB were determined using BEDTools muticov. The read coverages across PPR and GB were normalized based on sample depth. Genes with zero read counts in any of the samples for either PPR and GB were removed, along with genes that have GB <1000 bp. A Mann–Whitney *U* test was used to test the significant change in PI between the control and condition. A custom Python script was used to calculate log_2_ (average Pi expression of condition replicates/average pi expression of condition replicates) and then subsequently presented as a volcano plot using EnchancedVolcano R package.

Genes that show a significant change (*P* < 0.05) in PI between the condition and control were also plotted in the same graph as two curves using Matplotlib. Matplotlib was also leveraged to represent genes that show a significant change in PI, PROMPT expression, and GB expression as a 3D scatter plot.

### PRC2 motif enrichment analysis

The RNA-binding motif PRC2 as position weight matrices were obtained from Rosenberg et al. (2021). SEA (https://meme-suite.org/meme/tools/sea) was then used to interrogate the significant enrichment of PRC2 binding sites in significantly up-regulated PROMPTs linked with gene down-regulation via pausing compared with PROMPTs that do not show significant change in expression (−0.05 < log_2_FC < 0.05) upon IR. SEA also provides statistical testing to show if there is significant enrichment of binding motifs in the input set of sequences compared with the background. The subsequent output from SEA was plotted as a bar chart and the *P*-value displayed using the Matplotlib Python package. SEA was also used with its built-in RNA-binding protein database to analyze differential enrichment of all known RBP motifs on PROMPTs.

### rG4 structure analysis

rG4-containing subsequences within PROMPTs were predicted using G4RNA screener (Garant et al. 2017). The percentage coverage of rG4 sequences within PORMPTs was calculated using a Python script. Probability density plots representing rG4 coverage and percentage of PROMPTs with that rG4 coverage were plotted using Matplotlib for significantly up-regulated PROMPTs linked with gene down-regulation via pausing and unchanged (−0.05 <log_2_FC < 0.05) PROMPTs. Statistical significance of change in rG4 coverage between the two sets of PROMPTs were evaluated using Mann–Whitney *U* test using SciPy Python package.

### GRO-seq analysis

GRO-seq reads corresponding to UV-irradiated samples, 8 h after UV exposure, and untreated samples were obtained from the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE91012 (Williamson et al. 2017). Adapters were then automatically detected and trimmed using Trim Galore! (https://github.com/FelixKrueger/TrimGalore). The trimmed reads were then aligned to the human hg38 reference genome using STAR aligner. Uniquely mapped reads were then extracted from the alignment files using SAMtools (version 1.7) and split into forward- and reverse-stranded reads. A set of significantly down-regulated (*P*adj < 0.05, log_2_FC < −0.5) and significantly up-regulated (*P*adj < 0.05, log_2_FC > 0.5) PCGs from RNA-seq data comparing untreated samples with UV exposed samples, 8 h after exposure, were obtained from the Supplemental Data of Williamson et al. (2017). The PROMPT coverage from GRO-seq alignment files was then calculated for down-regulated and up-regulated genes using BEDTools multicov. Metagene plots were also made using GRO-seq alignment files for the set of up-regulated and down-regulated genes.

### Statistics

Foci numbers from PLA were quantified by cell profiler software. For laser, fluorescence intensity was measured by software ImageJ. The Mann–Whitney *U* test was performed using GraphPad Prism (https://www.graphpad.com/features) to check for statistical significance. An asterisk denotes *P* < 0.05; two asterisks, *P* < 0.01; three asterisks, *P* < 0.001; and four asterisks, *P* < 0.0001. The Mann–Whitney *U* test was used pervasively for all experiments except for comparing PROMPT expression between up-regulated and down-regulated genes, which are based on two-sample Wilcoxon testing.

Details about reagents used in this study can be found in Supplemental Tables 1 and 2.

## Data access

All raw and unprocessed mNET-seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE244353. Code is provided as Supplemental Code.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

Supplement 5

Supplement 6

Supplement 7

Supplement 8

Supplement 9

Supplement 10

Supplement 11

Supplement 12

Supplement 13

Supplement 14

Supplement 15

Supplement 16

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 1

A

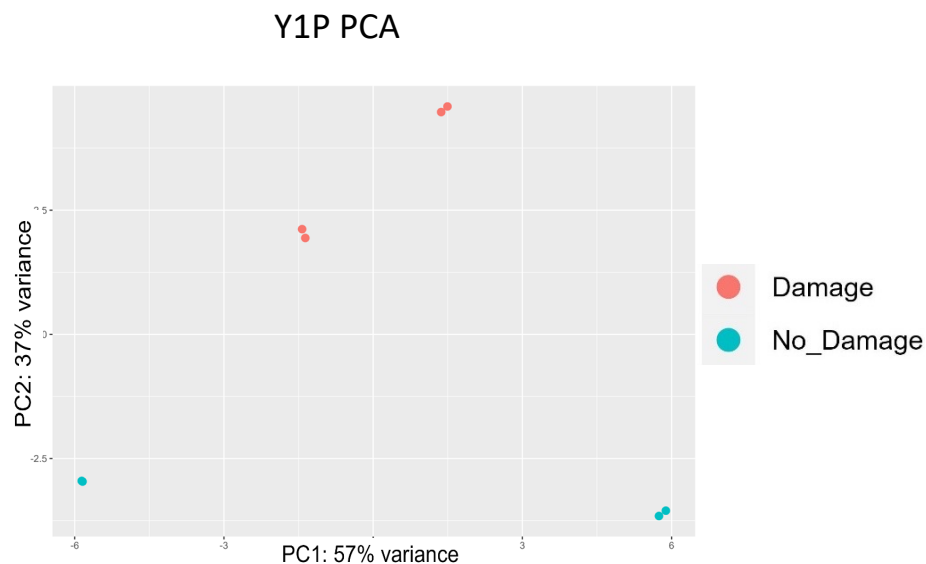

B

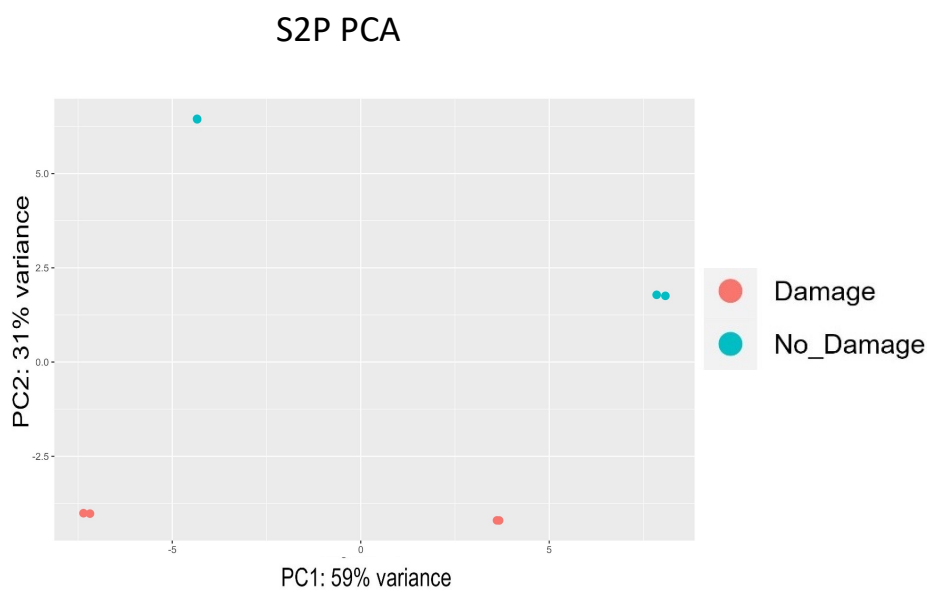

C

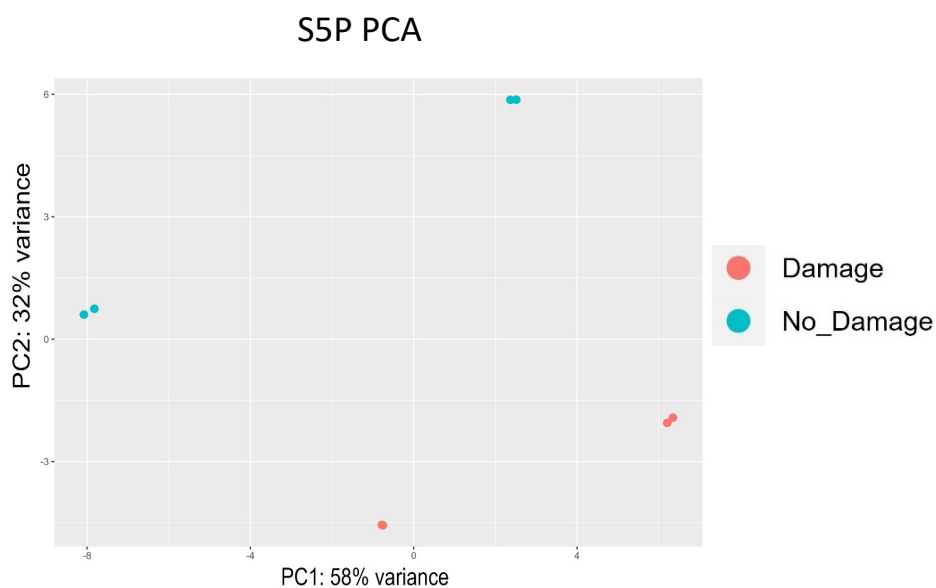

Figure S1. Principal Component Analysis of mNET-Seq read coverage across gene body. **A)** PCA plot of Y1P replicates from damage and no damage conditions. **B)** PCA plot of S2P replicates from damage and no damage conditions. **C)** PCA plot of S5P replicates from damage and no damage conditions.

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 2

A

up-regulated ($\text{padj} < 0.05$, $\text{log}_2\text{FC} > 0.1$) PCGs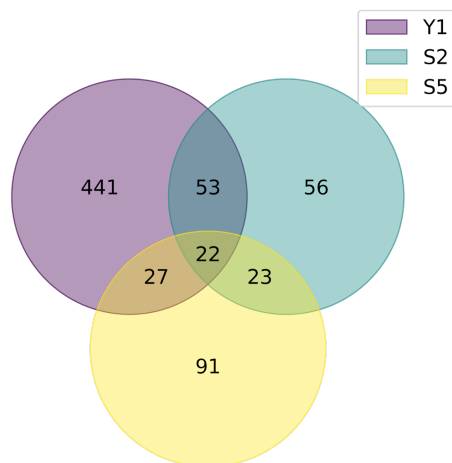

B

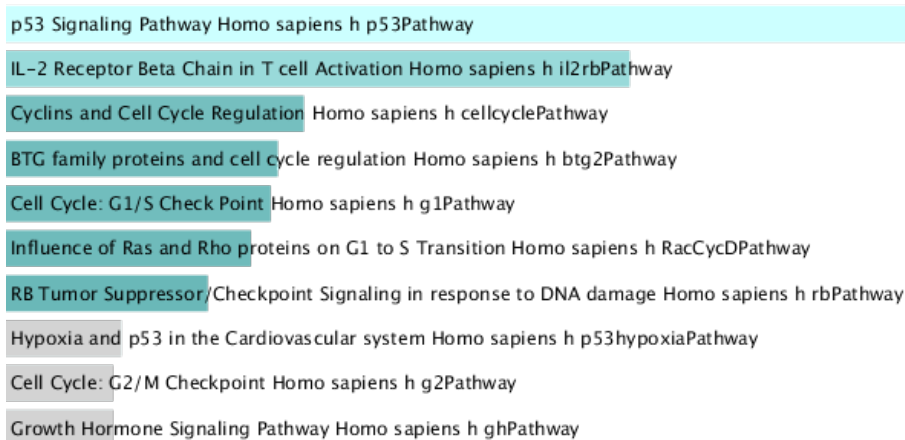

C

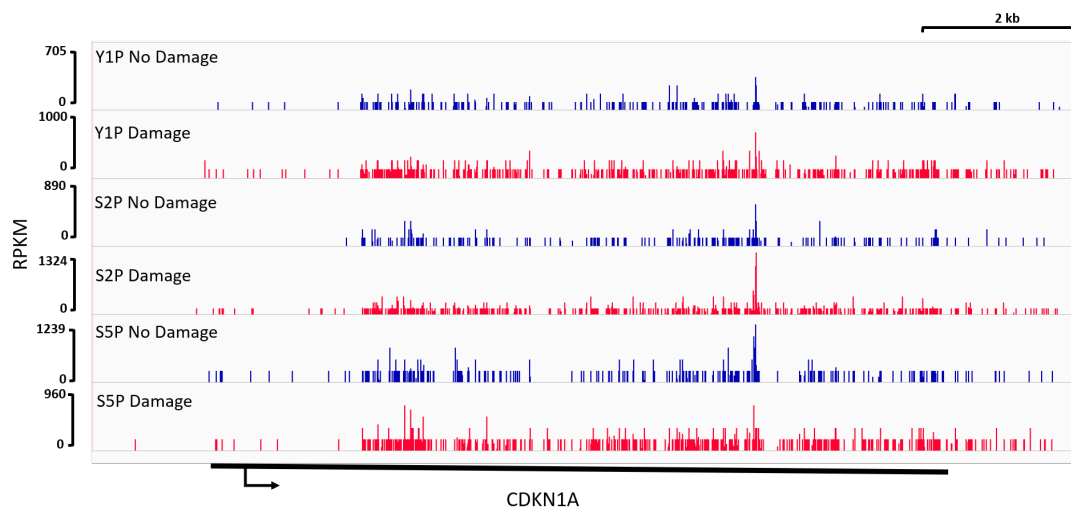

Figure S2. Analysis of up-regulated protein-coding genes upon DNA damage. **A)** Venn diagram of significantly up-regulated ($\text{padj} < 0.05$, $\text{log}_2\text{FC} > 0.1$) protein-coding genes based on read coverage across gene body from Y1P, S2P and S5P sample2s after IR. **B)** GO enrichment of significantly up-regulated genes across Y1P, S2P, S5P samples upon IR. **C)** IGV profile of mNET-seq signal across a representative up-regulated gene, CDKN1A.

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 7

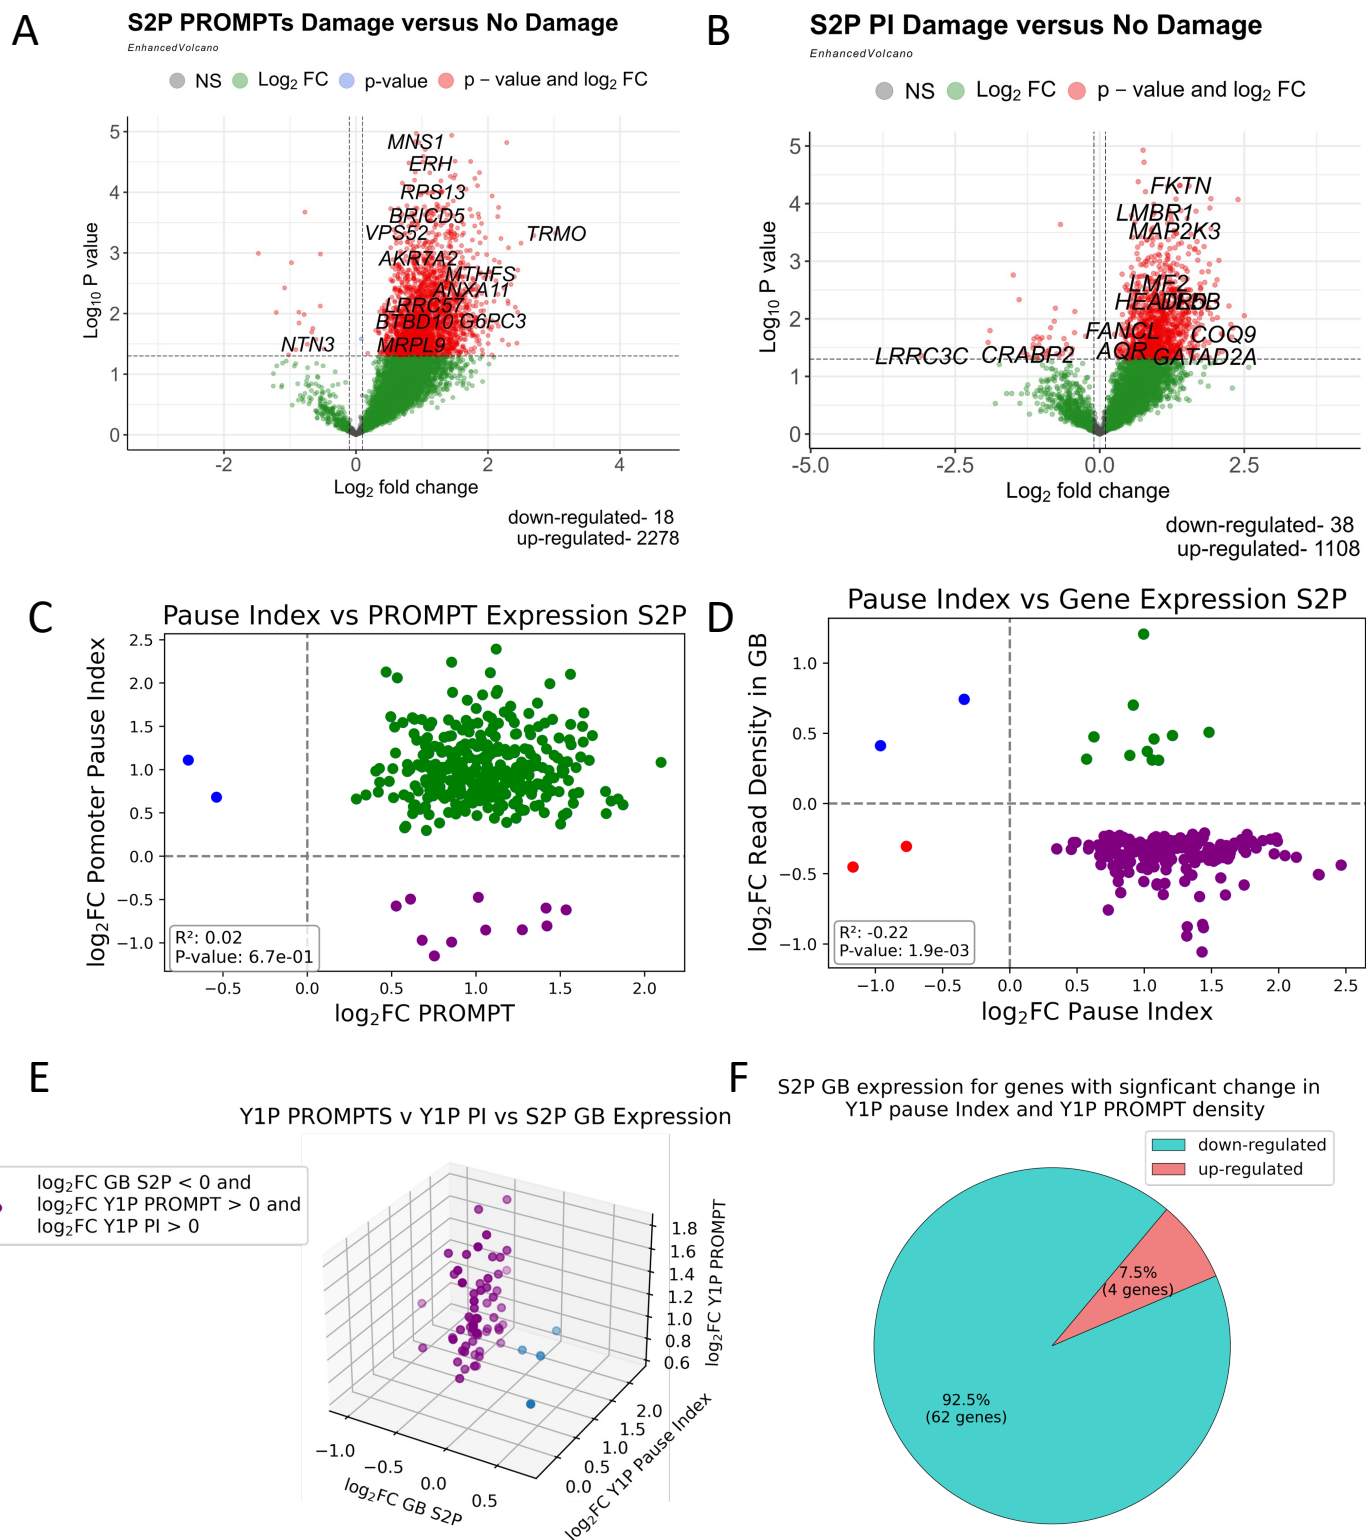

Figure S7. PROMPTs analysis of S2P RNAPII upon DNA damage. **A)** Volcano plots of differentially expressed PROMPTs from S2P upon IR. **B)** Volcano plots showing differential PI of protein-coding genes from S2P samples upon IR. **C)** Scatter plot showing log₂FoldChange in PROMPT expression with associated log₂FoldChange in PI of protein-coding genes from S2P sample on radiation treatment. **D)** Scatter plot showing log₂FoldChange in PROMPT expression with associated log₂FoldChange in PI of protein-coding genes from S5P sample on radiation treatment. **E)** Three-dimensional scatter plot comparing log₂FoldChange in S2P GB expression with log₂FoldChange in Y1P PI and log₂FoldChange in Y1P PROMPT of protein-coding genes from S2P samples upon IR treatment. Only protein-coding genes that show significant ($p < 0.05$) change in Y1P PROMPT expression, Y1P PI and S2P GB expression upon IR were included in the analysis. **F)** Pie chart showing percentage of down-regulated and up-regulated genes among the protein-coding genes that show significant ($p < 0.05$) change in Y1P PROMPT expression, Y1P PI and S2P GB expression upon IR.

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 9

A

Top 10 RNA binding protein motifs

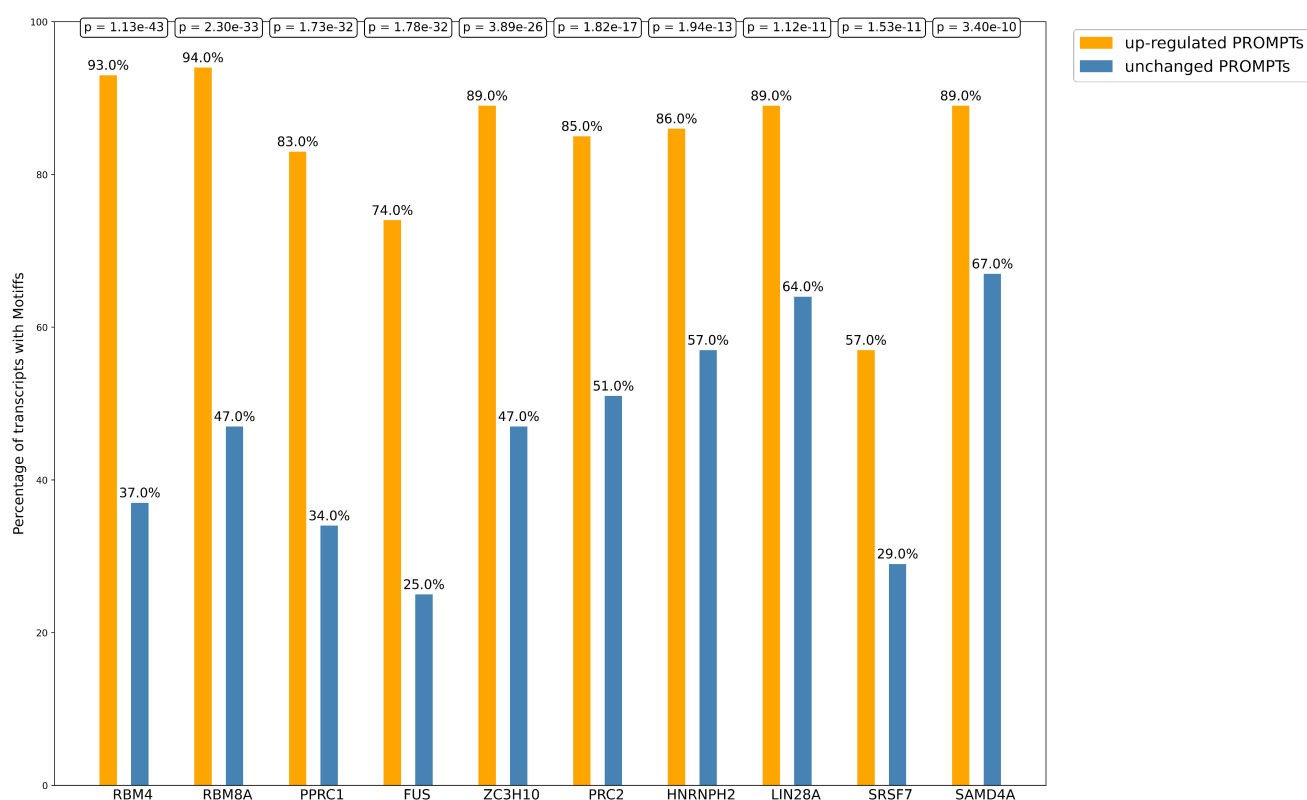

B

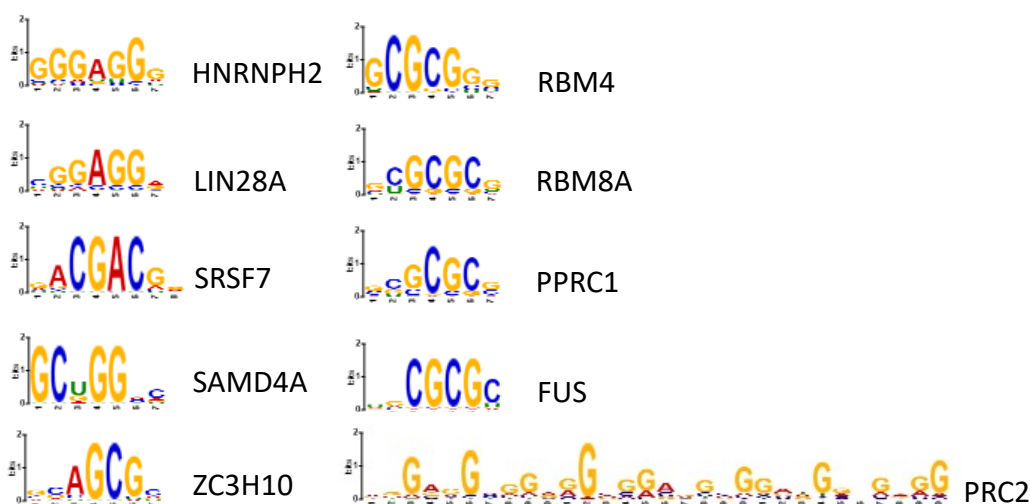

Figure S9. Enrichment analysis of top 10 RNA binding motifs on up-regulated PROMPTs vs unchanged PROMPTs. **A)** Bar charts showing percentage of sequences containing RNA binding protein motifs among the up-regulated (p value < 0.05 , $\log_2FC > 0.1$) PROMPTs which are correlated with down-regulated GB expression and increased PI upon IR from Y1P samples vs unchanged PROMPTs. Mann-Whitney U test was to compute statistical significance in the difference in enrichment of top 10 RNA binding protein motifs between up-regulated and unchanged PROMPTs. **B)** Binding motifs of 10 top RNA binding proteins ranked based on significant enrichment of binding sites on up-regulated PROMPTs compared with unchanged PROMPTs.

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 11

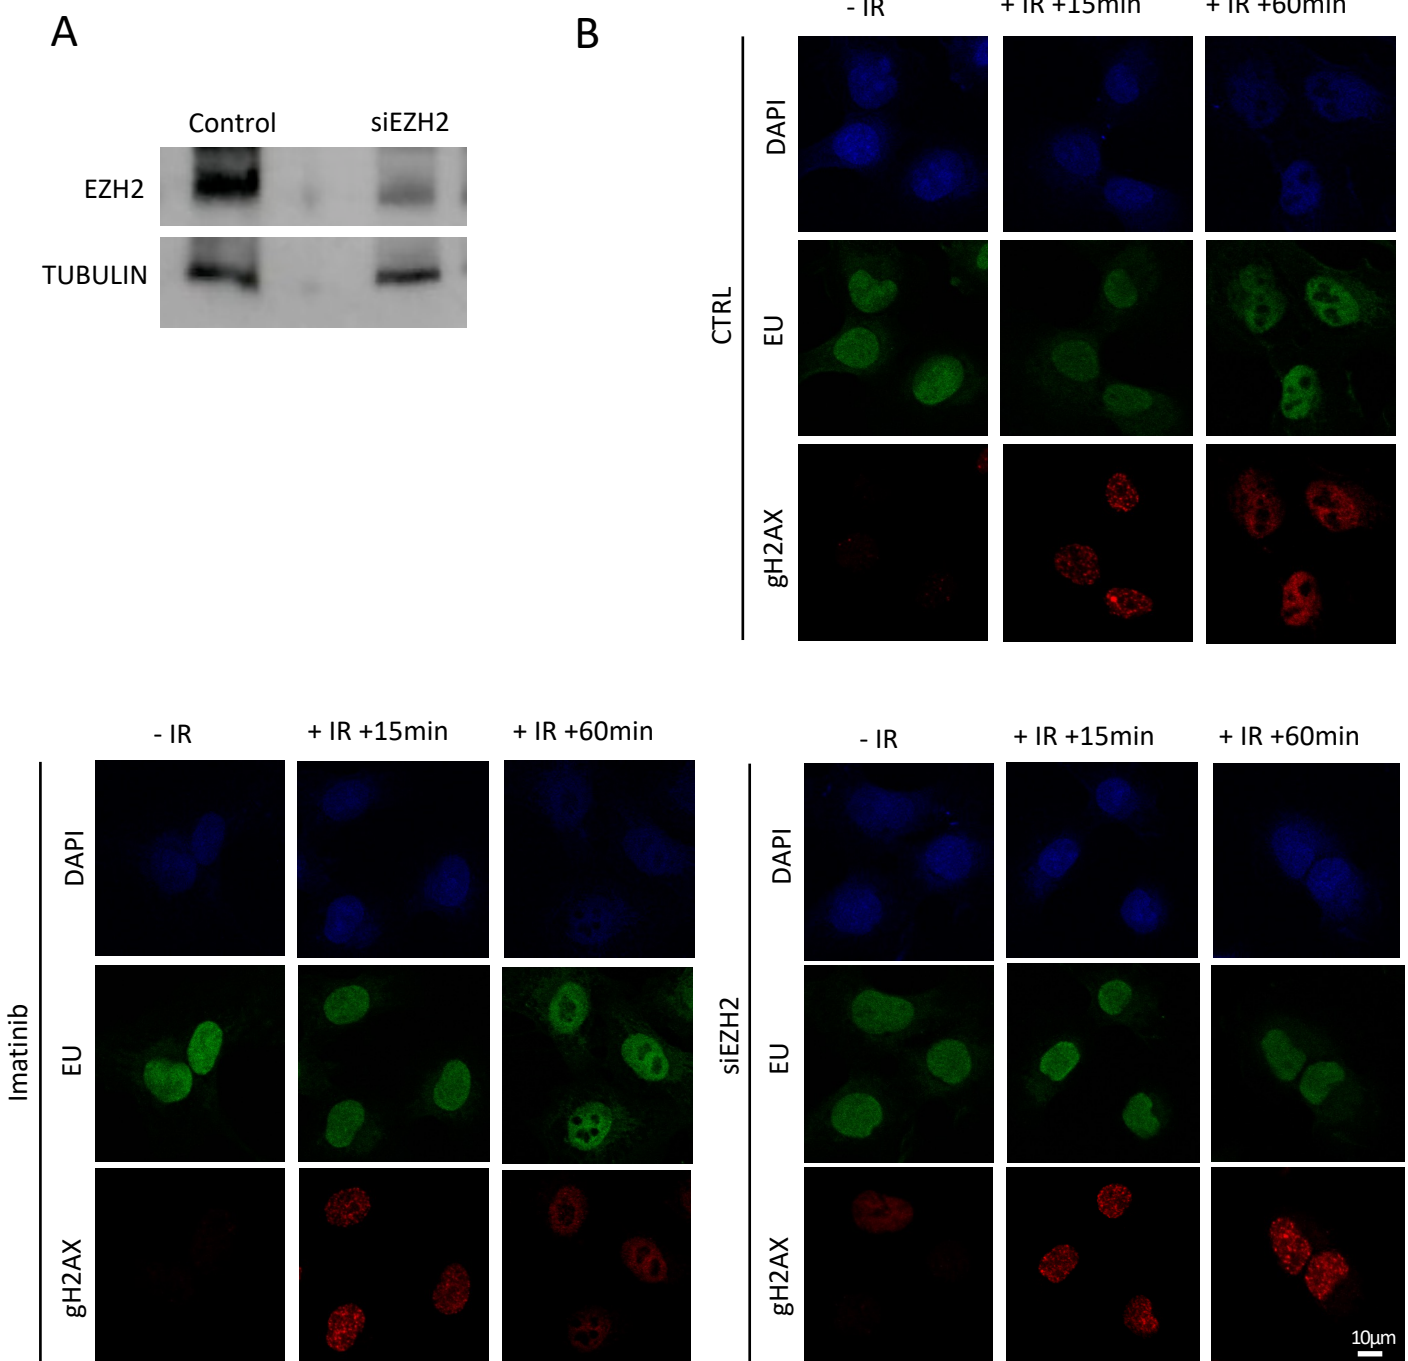

Figure S11. Analysis of nascent RNA levels using EU staining. **A)** Western blot showing levels of EZH2 in wt and siRNA treated cells. **B)** Representative images showing EU staining of nascent RNA in cells exposed to IR, DAPI stains nuclei, EU staining is shown in green and gH2AX is shown in red.

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 13

ABL1 mRNA expression

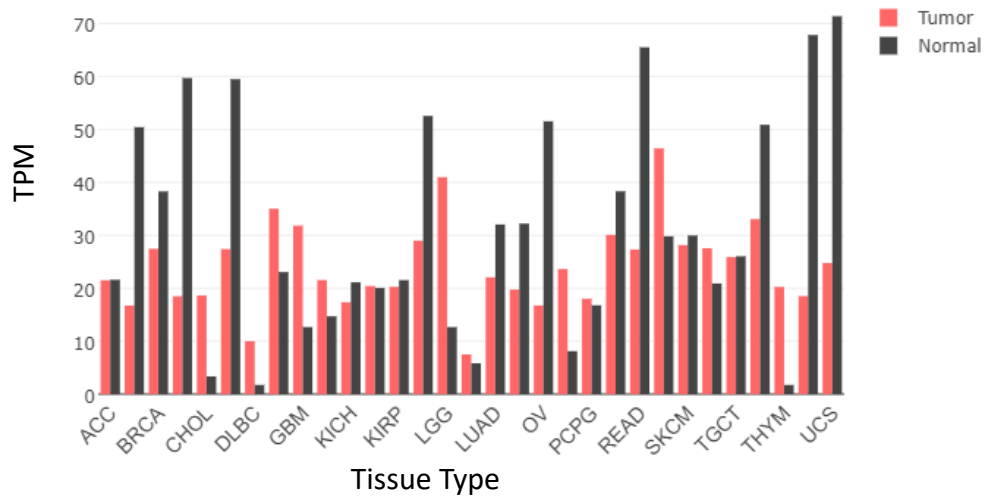

ACC – Adrenocortical carcinoma

BRCA – Breast Invasive

CHOL – Cholangio carcinoma

DLBC – Lymphoid Neoplasm Diffuse Large B-cell Lymphoma

GBM – Glioblastoma multiforme

KICH – Kidney Chromophobe

KIRP – Kidney renal papillary cell carcinoma

LGG – Brain Lower Grade Glioma

LUAD – Lung adenocarcinoma

OV – Ovarian serious cystadenocarcinoma

PCPG – Pheochromocytoma and Paraganglioma

READ – Rectum adenocarcinoma

SKCM – Skin Cutaneous melanoma

TGCT – Testicular Germ Cell Tumour

THYM – Thymoma

UCS – Uterine Carcinosarcoma

Figure S13. ABL1 expression in tumour vs non-tumour tissues. Transcripts Per Million (TPM) levels of ABL1 across various tissues comparing tumour expression. Data was procured from (<http://gepia.cancer-pku.cn/about.html>)

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 15

| **Reagent** | **Source** | **Identifier** |
| --- | --- | --- |
| **siRNA** | | |
| ON-TARGETplus siRNA EZH2 Human Smart pool | Dharmacon | L-004218-00 |
| ON-TARGETplus Non-targeting siRNA #1 | Dharmacon | D-001810-01 |
| **Chemicals** | | |
| 5-EU | Jena Bioscience | CLK-NOO2-10 |
| THPTA | Jena Bioscience | CLK-1010-100 |
| CuSO4 Pentahydrate | Sigma | C8027 |
| Sodium L-ascorbate | Sigma | A7631 |
| Aminoguanidine hydrochloride | Sigma | 396494 |
| Biotin-PEG_3_-azide | Cayman Chemicals | 23419 |
| Imatinib | ApexBio | B2171 |
| DAPI | Abcam | AB104139 |
| **Antibodies** | | |
| anti-Biotin | Rockland | 200-301-098S |
| anti-Ezh2 | Cell Signalling Technologies | 5246T |
| anti-γH2AX (phosphoS139) | Abcam | ab11174 |
| anti-RNAPII-CTD phospho-Ser2 | Abcam | ab5095 |
| anti-RNAPII-CTD phospho-Ser5 | Abcam | ab5131 |
| anti-RNAPII-CTD phospho-Tyr1 | Active Motif | [3D12], 61383 |
| anti beta tubulin | Abcam | ab6046 |
| Alexa Fluor 555 goat anti-rabbit | Invitrogen | A21428 |
| Alexa Fluor 488 goat anti-mouse | Invitrogen | A11001 |

Supplemental Table 1: List of resources used in this study.

# Supplementary material for: Tyrosine 1–phosphorylated RNA polymerase II transcribes PROMPTs to facilitate proximal promoter pausing and induce global transcriptional repression in response to DNA damage
**Source:** Genome Res. 2024 Feb;34(2):201–16. doi: 10.1101/gr.278644.123
**Supplement:** Supplement 16

| **Primer** | **Sequence (5’-3’)** |
| --- | --- |
| L2HGDH_IN_REV | GCACCAGTCAGAAGTGTCGG |
| ASXL1_IN_REV | AGTCCAAGAATCACTGCACCAA |
| ASXL1_EX_REV | AAAAGGCTGATTCGGCCAGG |
| ASXL1_EX_FWD | CCCTCTCGCATGCCTCAATG |
| USP34_IN_REV | TTCCGCCAGCAGAAAACTGT |
| USP34_EX_REV | TCCCGGAGCACTTGAACTTG |
| USP34_EX_FWD | GCAATGTCTATGCTGCTTCAAGG |
| 28S_FWD | TTCCCTCCGAAGTTTCCCTC |
| 28S_RWD | ACTAGGCACTCGCATTCCAC |
| PPP4R2_FWD_PRO_RT | GCGCATTCTGAACGTGAAGTGTA |
| PPP4R2_REV_PRO | GACTGGACGGTCAGGCGA |
| PPP4R2_FWD_PAUSE | ACGTACCGGGCGCCAT |
| PPP4R2_PAUSE_REVRT | GAAGCGTGCGAGAGAGCAAG |
| ASXL1_FWD_PRO_RT | GTCCTGAAGCAAAAAGCACCG |
| ASXL1_REV_PRO | GCGAGGTGCGAGAACTGG |
| ASXL1_FWD_PAUSE | CTCAGCAGAGCGGGAAAGC |
| ASXL1_PAUSE_REV_RT | ATCGCTAAGGAATGCGGCG |
| L2HGDH_PAUSE_REVRT | CCACACAGCGGTCTTGGC |
| L2HGDH_PAUSE_FWD | GCTGCGTTATTTGGTTGGTGC |
| L2HGDH_FWD_PRO | AAAACCTGGCCCTTTGGGTC |
| L2HGDH_REV_PRO_RT | CGTAATCCCGCCCAGAGTTT |
| FISH-PLA_PRO_FWD_1 | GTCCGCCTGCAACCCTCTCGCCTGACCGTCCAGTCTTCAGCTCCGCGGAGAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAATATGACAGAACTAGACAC |
| FISH-PLA_PRO_FWD_2 | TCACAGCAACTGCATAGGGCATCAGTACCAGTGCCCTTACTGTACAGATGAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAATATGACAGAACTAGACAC |
| FISH-PLA_PRO_FWD_3 | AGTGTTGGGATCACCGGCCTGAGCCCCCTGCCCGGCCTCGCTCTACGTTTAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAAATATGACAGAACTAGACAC |

Supplemental Table 2: List of oligonucleotides used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

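The data are mNET-seq libraries of U2OS cells, either nonirradiated or given 10 Gy of ionizing radiation, with antibodies to the Y1P, S2P or S5P form of RNA Pol II. For the time after irradiation the paper's Methods give 30 min and the sample labels 10 min, and which applies is not known. The authors deposited a table of raw counts of reads per gene body, from downstream of the promoter-proximal region to the TES. The authors trimmed adapters with cutadapt, aligned reads to hg38 with STAR, kept uniquely mapped reads with SAMtools, removed reads from internal priming and PCR duplicates, and counted reads on the annotated strand with featureCounts. The table holds a column for each of 24 sequencing runs, from 2 sequencing batches. Of 55399 entries, 1022 repeat another with the same ID and no counts and were left out, which leaves 54377 genes. Names, classes and coordinates were taken from GENCODE release 44 by ID without version. 120 IDs are not in it and hold 0.0116% of the counts.

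The total of a run had a median of 10246421 counts and that of a library of 20526695. Runs with the same replicate number were summed, since the chi-square per degree of freedom between them stayed under the limit of 1.5. The paper writes of 3 biological replicates in its PCA and of 4 replicates in DESeq2, with technical replicates as the same batch, whereas the table holds 2 replicate numbers in each group. How these relate is not stated, so the p-values measure only the spread between these libraries. The pairing of libraries by replicate number was checked on the differences between replicates: over 15 pairs of groups these had a Pearson correlation of 0.168 to 0.392, and within an antibody of 0.168 to 0.282. The lowest value was that of the irradiated with the nonirradiated Y1P group. The highest was that of the nonirradiated S5P with the nonirradiated Y1P group. Pairing within an antibody was thus no closer than across antibodies. Nothing in the labels says that the number marks a shared culture or day.

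Genes with enough counts were kept by filterByExpr of edgeR 4.0.16 in R 4.3.3, and libraries were scaled by TMM factors. A quasi-likelihood fit of edgeR with a term for each group and for the replicate number within each antibody left 3 residual degrees of freedom, with 11.0 prior degrees of freedom and a common dispersion of 0.00748. The standard error of a log2FC is its size divided by the square root of the F statistic of the quasi-likelihood test. Every adjusted p of a gene is from this test unless another tool is named, adjusted by the Benjamini-Hochberg method over all genes kept. Differences of the irradiation effect between antibodies were tested as interaction terms of the same fit. Antibodies were compared without irradiation in a fit with 1 replicate block shared by the antibodies, at an adjusted p under 0.05 and a log2FC below -1 or above 1. The sharing of called genes between antibodies was tested by the hypergeometric test over the protein-coding genes tested.

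Gene lists were tested by camera of limma 3.58.1 on voom values against the 14661 protein-coding genes, with its preset correlation of 0.01, adjusted over 48 tests of 16 lists and 3 antibodies. With the correlation estimated instead, camera uses the 3 residual degrees of freedom of the fit, and no list passed (lowest adjusted p = 0.191). For PRC2 subunit genes with Y1P the camera p rose from 0.00301 to 0.0522 at an estimate of -0.029, below the preset. A call lost at the estimated correlation therefore cannot be put down to correlation between genes alone. For other lists the estimate lay above the preset, such as 0.38 for mitochondrially encoded protein genes with Y1P. There correlation may contribute to the loss. The lists reported are immediate early and stress response genes, NF-kB targets, heat shock genes, mitotic genes, DNA replication and G1/S genes, double-strand break repair genes and growth factor, insulin and MAPK signalling genes. The others are mitochondrially encoded protein genes, nuclear oxidative phosphorylation genes, ribosomal protein genes, replication-dependent histone genes, PRC2 subunit genes, CTD kinase and pausing factor genes, SR protein and CLK kinase genes and markers of other lineages. They were written from general knowledge and are not the sets of the study. A further list and some genes are not reported here.

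The design, the settings to be tried, the gene lists and the rule for the genes to be named were all fixed before the data were examined. Genes named are, for each antibody, the 8 called genes with the largest log2FC in each direction, a mean of at least 50 counts and the same direction in both pairs. Also named are the genes whose gene-body signal the paper discusses, EZH2, ABL1, the genes labelled in the volcano plots, and up to 4 members of each list with the smallest p. The names in the figures of the paper were seen before the counts. lncRNA genes were grouped by overlap with a protein-coding gene on the other strand and by a start within 1 kb of a protein-coding start on the other strand, with GenomicRanges 1.54.1. Principal components were taken from variance-stabilised counts of the 8 runs of an antibody by DESeq2 1.42.0, for the 500 most variable genes.

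The pipeline was tested on simulated data drawn from the means, replicate effects and dispersions of the libraries, in which 50 genes with high mean counts were changed by each fold with Y1P. Of these, 35 were recovered at 1.5-fold, 48 at 2-fold and 50 at 3-fold, and 10 unchanged genes were called with Y1P and 0 with S2P and S5P. At the smallest fold simulated, under 1.5-fold, 1 of 50 was recovered, so changes of that size were mostly missed in the simulated data. The adjusted p depends on how many genes change, and no genes were changed with S2P or S5P. The rates of recovery therefore need not hold for the real comparisons. Genes with few counts, such as most lncRNA genes, were not among those changed, so their recovery is not known. Without the replicate block 0 of 50 were recovered at the smallest fold and 3, 28 and 48 at the others, and 0 unchanged genes were called. The simulated data hold the replicate effects and dispersions of the fit with the block, which favours that fit. This comparison therefore cannot tell whether the block is right for the real libraries.

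Alternatives were DESeq2 on the libraries, and edgeR or DESeq2 on the runs as 4 replicates with the replicate number or the sequencing batch as a term. Others were relative log expression factors, upper quartile factors, library totals alone, leaving out mitochondrially encoded genes, no filter or a stricter filter of a mean of 50 counts, no block, a block shared by the antibodies, separate fits, no fold threshold, a Mann-Whitney U test on the runs, and leaving out each replicate. Added after seeing the data were fits without genes that host snoRNAs, with protein-coding genes alone, and with the trend of counts with gene length removed from each library. PROMPT expression, pausing indices, proximity ligation and RT-qPCR were not analysed here.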

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

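The setting with the length trend removed was chosen only after the result was seen; the other tests in this part were fixed beforehand. TP63, which encodes a transcription factor of epithelial development, stood out by a difference between antibodies: the irradiation effect with S5P minus that with S2P was -2.56 (standard error 0.30, adjusted p = 0.0120), the only gene past the threshold in edgeR's test of that difference. Its log2FC was 1.50 with S2P, -1.06 with S5P (adjusted p = 0.132) and -0.53 with Y1P (adjusted p = 0.187). The S2P call was lost under DESeq2 on the runs with the sequencing batch as a term (1.59), without the replicate block (1.58) and without replicate 1 (1.20), and DESeq2 on the same libraries gave the gene no adjusted p. The difference passed in 0 genes with the stricter filter, without the replicate block and without S2P replicate 1, and in 27 without S5P replicate 1, 13 without S5P replicate 2 and 2 without S2P replicate 2.

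4 immediate early genes that the paper does not name were lower with S5P. The log2FC was -1.12 for FOS (adjusted p = 0.000205), -1.47 for FOSB (adjusted p = 0.00269), -1.02 for EGR1 (adjusted p = 0.000240) and -1.08 for NR4A3 (adjusted p = 0.00489). Each was lower in both pairs of libraries, and none stayed past the threshold without the replicate block. NR4A3 also lost the call under DESeq2 on the runs with the sequencing batch as a term (-1.07), with library totals alone (-1.04) and without replicate 2 (-0.98).

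Replication-dependent histone genes, a group the paper does not discuss, had a median log2FC of 0.56 with Y1P (camera, adjusted p = 4.39e-11), and 19 of 19 were above 0. The median was 0.24 with S2P (adjusted p = 8.44e-05, 0 called and 3 higher when adjusted over the list alone) and 0.15 with S5P (adjusted p = 0.0747, 0 called and 1 higher over the list alone). With an estimated correlation between genes, at which no list passed, both calls are lost (adjusted p = 0.191 with Y1P and 0.303 with S2P). With the length trend removed the Y1P median was 0.30 and 0 of these short genes were called, and the call of the list with S2P was lost.

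Mitotic genes of G2 and M phase, which the paper does not discuss as a group, had a median log2FC of -0.23 with Y1P (camera, adjusted p = 7.36e-06), and 27 of 29 were below 0. The median was -0.11 with S2P (adjusted p = 0.00647) and -0.12 with S5P (adjusted p = 0.0125), with 0 genes called and 1 lower when adjusted over the list alone in each. All 3 calls are lost with an estimated correlation, at which no list passed (adjusted p = 0.191, 0.209 and 0.303). With library totals alone the Y1P median was -0.038, and with the length trend removed it was -0.33. Library totals alone lost the calls with S2P, where the median was above 0, and with S5P, and the stricter filter lost that with S2P.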

How the results depend on the processing

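The settings without snoRNA host genes, with protein-coding genes alone and with the length trend removed were chosen only after the data were seen, as was the count of shared genes from DESeq2 on the runs with the sequencing batch as a term. Of the tests of gene lists under other settings, 798 kept their side of the threshold, 27 lost the call, 32 gained it and in 4 the direction of camera reversed where either was past the threshold. Over all of these tests the median log2FC of the list changed sign in 84, of which 11 were past the threshold in either setting. Among counts of genes, 170 stayed within 1.5 times the reported count and 223 did not. For named genes 8100 values kept their side of the threshold, 507 lost the call, 851 gained it and 0 changed sign past it. Unless a sentence says otherwise, the cause was not tested.

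The fits on the runs take repeat runs of 1 library as replicates, so the p-values behind their counts understate the spread between libraries. edgeR on the runs as replicates with the replicate block gave 3382 lower and 2513 higher protein-coding genes with Y1P, 2532 and 1603 with S2P, and 1560 and 1464 with S5P. DESeq2 on the runs with the replicate number as a term gave 2907 lower and 1031 higher protein-coding genes with Y1P, 2204 and 643 with S2P, and 1092 and 821 with S5P. DESeq2 on the runs with the sequencing batch as a term gave 1289 lower and 547 higher protein-coding genes with Y1P, 519 and 156 with S2P, and 108 and 168 with S5P. DESeq2 on the same libraries and design gave 866 lower and 156 higher protein-coding genes with Y1P, 51 and 2 with S2P, and 14 and 3 with S5P. Relative log expression factors gave 1219 lower and 516 higher protein-coding genes with Y1P, 15 and 7 with S2P, and 10 and 3 with S5P. Library totals alone gave 39 lower and 728 higher protein-coding genes with Y1P, 10 and 4 with S2P, and 7 and 1 with S5P. Upper quartile factors gave 350 lower and 642 higher protein-coding genes with Y1P, 11 and 3 with S2P, and 9 and 2 with S5P. Leaving out mitochondrially encoded genes gave 834 lower and 524 higher protein-coding genes with Y1P, 4 and 3 with S2P, and 4 and 2 with S5P. No filter on low counts gave 1089 lower and 864 higher protein-coding genes with Y1P, 225 and about 2.1e+02 with S2P, and 75 and 128 with S5P. The stricter filter gave 315 lower and 531 higher protein-coding genes with Y1P, 9 and 3 with S2P, and 8 and 1 with S5P. Leaving out the replicate block gave 2 lower and 0 higher protein-coding genes with Y1P, 0 and 0 with S2P, and 0 and 0 with S5P. 1 replicate block shared by the antibodies gave 1594 lower and 930 higher protein-coding genes with Y1P, 111 and 59 with S2P, and 27 and 31 with S5P. Separate fits per antibody gave 205 lower and 401 higher protein-coding genes with Y1P, 124 and 122 with S2P, and 355 and 500 with S5P. A Mann-Whitney U test on the runs gave 0 lower and 0 higher genes with each antibody after adjustment, which 4 runs against 4 cannot pass over so many genes, and 2420 and 1428 protein-coding genes with Y1P at an unadjusted p under 0.05. Leaving out the threshold on the fold change called the same numbers of genes as with it.

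Leaving out snoRNA host genes gave 681 lower and 525 higher protein-coding genes with Y1P, 14 and 8 with S2P, and 9 and 3 with S5P. Protein-coding genes alone gave about 2.1e+02 lower and 419 higher protein-coding genes with Y1P, 11 and 3 with S2P, and 8 and 1 with S5P. The length trend removed gave 94 lower and 81 higher protein-coding genes with Y1P, 13 and 3 with S2P, and 15 and 2 with S5P.

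For lncRNA genes, edgeR on the runs as replicates with the replicate block gave 254 lower and 1334 higher with Y1P, 306 and 516 with S2P, and 252 and 199 with S5P. For lncRNA genes, DESeq2 on the runs with the replicate number as a term gave 173 lower and 614 higher with Y1P, 232 and 162 with S2P, and 120 and 49 with S5P. For lncRNA genes, DESeq2 on the runs with the sequencing batch as a term gave 51 lower and 347 higher with Y1P, 59 and 36 with S2P, and 19 and 11 with S5P. For lncRNA genes, DESeq2 on the same libraries and design gave 29 lower and 54 higher with Y1P, 6 and 0 with S2P, and 0 and 0 with S5P. For lncRNA genes, relative log expression factors gave 61 lower and 405 higher with Y1P, 3 and 0 with S2P, and 1 and 0 with S5P. For lncRNA genes, library totals alone gave 2 lower and 437 higher with Y1P, 0 and 0 with S2P, and 0 and 0 with S5P. For lncRNA genes, upper quartile factors gave 13 lower and 410 higher with Y1P, 0 and 0 with S2P, and 0 and 0 with S5P. For lncRNA genes, leaving out mitochondrially encoded genes gave 34 lower and 387 higher with Y1P, 0 and 0 with S2P, and 0 and 0 with S5P. For lncRNA genes, no filter on low counts gave 68 lower and 689 higher with Y1P, 48 and 125 with S2P, and 29 and 21 with S5P. For lncRNA genes, the stricter filter gave 7 lower and 250 higher with Y1P, 0 and 0 with S2P, and 0 and 0 with S5P. For lncRNA genes, leaving out the replicate block gave 0 lower and 0 higher with Y1P, 0 and 0 with S2P, and 0 and 0 with S5P. For lncRNA genes, 1 replicate block shared by the antibodies gave 96 lower and 674 higher with Y1P, 22 and 31 with S2P, and 4 and 1 with S5P. For lncRNA genes, separate fits per antibody gave 15 lower and 338 higher with Y1P, 30 and 65 with S2P, and 86 and 74 with S5P. For lncRNA genes, leaving out snoRNA host genes gave 31 lower and 401 higher with Y1P, 1 and 1 with S2P, and 1 and 0 with S5P. For lncRNA genes, the length trend removed gave 3 lower and 59 higher with Y1P, 1 and 0 with S2P, and 1 and 0 with S5P.

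The medians that follow are of lists that lost or gained a call. Lost with edgeR on the runs as replicates with the replicate block: immediate early and stress response genes with S2P (-0.11). Gained with edgeR on the runs as replicates with the replicate block: growth factor, insulin and MAPK signalling genes with S5P (-0.082). Lost with DESeq2 on the runs with the replicate number as a term: ribosomal protein genes with S5P (0.087). Gained with DESeq2 on the runs with the replicate number as a term: NF-kB target genes with S2P (0.14), PRC2 subunit genes with S2P (-0.14) and growth factor, insulin and MAPK signalling genes with S5P (-0.090). Gained with DESeq2 on the runs with the replicate number as a term: replication-dependent histone genes with S5P (0.14) and SR protein and CLK kinase genes with S5P (0.078). Gained with DESeq2 on the runs with the sequencing batch as a term: NF-kB target genes with S2P (0.12), ribosomal protein genes with S2P (0.055) and PRC2 subunit genes with S2P (-0.15). Gained with DESeq2 on the runs with the sequencing batch as a term: growth factor, insulin and MAPK signalling genes with S5P (-0.090) and SR protein and CLK kinase genes with S5P (0.077). Lost with DESeq2 on the same libraries and design: ribosomal protein genes with S5P (0.087). Gained with DESeq2 on the same libraries and design: NF-kB target genes with S2P (0.21), PRC2 subunit genes with S2P (-0.17) and growth factor, insulin and MAPK signalling genes with S5P (-0.091). Gained with DESeq2 on the same libraries and design: replication-dependent histone genes with S5P (0.12). Lost with relative log expression factors: ribosomal protein genes with S5P (0.083). Lost with library totals alone: CTD kinase and pausing factor genes with Y1P (0.014, median now above 0), mitotic genes of G2 and M phase with S2P (0.060, median now above 0) and double-strand break repair genes with S2P (0.064, median now above 0). Lost with library totals alone: growth factor, insulin and MAPK signalling genes with S2P (0.032, median now above 0), mitotic genes of G2 and M phase with S5P (-0.073) and ribosomal protein genes with S5P (0.14). Gained with library totals alone: DNA replication and G1/S genes with S2P (0.18). Gained with upper quartile factors: growth factor, insulin and MAPK signalling genes with S5P (-0.086). Lost with leaving out mitochondrially encoded genes: ribosomal protein genes with S5P (0.095). Gained with no filter on low counts: PRC2 subunit genes with S2P (-0.13) and SR protein and CLK kinase genes with S5P (0.099). Lost with the stricter filter: CTD kinase and pausing factor genes with Y1P (-0.12), immediate early and stress response genes with S2P (-0.067) and mitotic genes of G2 and M phase with S2P (-0.063). Lost with the stricter filter: double-strand break repair genes with S2P (-0.064) and ribosomal protein genes with S5P (0.096). Gained with leaving out the replicate block: NF-kB target genes with S2P (0.069). Lost with separate fits per antibody: ribosomal protein genes with S5P (0.095). Gained with separate fits per antibody: NF-kB target genes with S2P (0.11). Gained with leaving out snoRNA host genes: ribosomal protein genes with S2P (0.16). Lost with the length trend removed: growth factor, insulin and MAPK signalling genes with Y1P (-0.085), double-strand break repair genes with S2P (-0.045) and growth factor, insulin and MAPK signalling genes with S2P (-0.069). Lost with the length trend removed: replication-dependent histone genes with S2P (0.095). Gained with the length trend removed: immediate early and stress response genes with Y1P (-0.18). Of the other sign with the length trend removed: ribosomal protein genes with Y1P (-0.12), ribosomal protein genes with S2P (-0.064) and ribosomal protein genes with S5P (-0.046).

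Of shared genes, leaving out the replicate block gave 0 lower and 0 higher protein-coding genes shared by Y1P and S2P, 0 and 0 by Y1P and S5P, and 0 and 0 by S2P and S5P. Of shared genes, library totals alone gave 9 lower and 3 higher protein-coding genes shared by Y1P and S2P, 7 and 1 by Y1P and S5P, and 6 and 1 by S2P and S5P. Of shared genes, edgeR on the runs as replicates with the replicate block gave 2046 lower and 975 higher protein-coding genes shared by Y1P and S2P, 1144 and 744 by Y1P and S5P, and 1088 and 718 by S2P and S5P. Of shared genes, DESeq2 on the same libraries and design gave 48 lower and 2 higher protein-coding genes shared by Y1P and S2P, 11 and 3 by Y1P and S5P, and 5 and 1 by S2P and S5P. Of shared genes, the stricter filter gave 9 lower and 2 higher protein-coding genes shared by Y1P and S2P, 8 and 1 by Y1P and S5P, and 7 and 1 by S2P and S5P. Of shared genes, DESeq2 on the runs with the sequencing batch as a term gave 398 lower and 77 higher protein-coding genes shared by Y1P and S2P, 65 and 49 by Y1P and S5P, and 57 and 45 by S2P and S5P.

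Irradiation effects differed with leaving out the replicate block in 0 genes between S2P and Y1P, 0 between S5P and Y1P and 0 between S5P and S2P. Irradiation effects differed with library totals alone in 0 genes between S2P and Y1P, 0 between S5P and Y1P and 1 between S5P and S2P. Irradiation effects differed with edgeR on the runs as replicates with the replicate block in 153 genes between S2P and Y1P, 1312 between S5P and Y1P and 221 between S5P and S2P. Irradiation effects differed with DESeq2 on the same libraries and design in 0 genes between S2P and Y1P, 1 between S5P and Y1P and 1 between S5P and S2P. Irradiation effects differed with the stricter filter in 0 genes between S2P and Y1P, 0 between S5P and Y1P and 0 between S5P and S2P.

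Without irradiation, leaving out the replicate block gave 0 genes lower and 0 higher with S2P than with Y1P, 0 and 0 with S5P than with Y1P, and 0 and 0 with S5P than with S2P. Without irradiation, library totals alone gave 120 genes lower and 8 higher with S2P than with Y1P, 0 and 0 with S5P than with Y1P, and 0 and 0 with S5P than with S2P. Without irradiation, edgeR on the runs as replicates with the replicate block gave 370 genes lower and 26 higher with S2P than with Y1P, 12 and 8 with S5P than with Y1P, and 10 and 224 with S5P than with S2P. Without irradiation, DESeq2 on the same libraries and design gave 83 genes lower and 1 higher with S2P than with Y1P, 0 and 0 with S5P than with Y1P, and 0 and 0 with S5P than with S2P. Without irradiation, the stricter filter gave 80 genes lower and 1 higher with S2P than with Y1P, 0 and 0 with S5P than with Y1P, and 0 and 0 with S5P than with S2P.

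Leaving out the pair of replicate 1 or of replicate 2 leaves 1 library in each arm of that antibody, and the lone library is assumed to vary like those of the other groups. Over these fits the ranges were Y1P protein-coding genes lower 6 to 1598, Y1P protein-coding genes higher 1 to 856, S2P protein-coding genes lower 4 to 12, S2P protein-coding genes higher 0 to 2. Further ranges were S5P protein-coding genes lower 7 to 34, S5P protein-coding genes higher 1 to 32. For lncRNA genes they ran as Y1P lower 1 to 96, S2P lower 0 to 1, S5P lower 2 to 7, S5P higher 0 to 1. Others for lncRNA genes were Y1P higher 1 to 517.

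Leaving out 1 pair moved the counts of genes shared by Y1P and S2P lower 3 to 104, genes shared by Y1P and S2P higher 0 to 26, genes shared by Y1P and S5P lower 6 to 23, genes shared by Y1P and S5P higher 1 to 21. It also moved genes shared by S2P and S5P lower 3 to 21, genes shared by S2P and S5P higher 0 to 13. The numbers of genes whose irradiation effect differed ranged as interaction S2P - Y1P 0 to 19, interaction S5P - Y1P 1 to 40, interaction S5P - S2P 0 to 27. Differences between antibodies ranged as no IR, S2P - Y1P higher 4 to 42, no IR, S5P - Y1P lower 0 to 17, no IR, S5P - Y1P higher 0 to 24, no IR, S2P - Y1P lower 27 to 164. Other such differences were no IR, S5P - S2P higher 0 to 13. Correlations of log2FC with gene length ranged as Y1P -0.402 to -0.317, S2P -0.336 to -0.225, S5P -0.413 to -0.319.

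Medians of lists that gained or lost a call or changed sign without replicate 1 or without replicate 2 ranged as NF-kB target genes, Y1P -0.12 to 0.52, NF-kB target genes, S2P -0.16 to 0.44, DNA replication and G1/S genes, S2P -0.042 to 0.12, growth factor, insulin and MAPK signalling genes, S2P -0.16 to -0.11. Further medians were ribosomal protein genes, S2P -0.018 to 0.14, SR protein and CLK kinase genes, S2P -0.072 to 0.12, NF-kB target genes, S5P -0.051 to 0.33, mitotic genes of G2 and M phase, S5P -0.15 to -0.073. Other medians were SR protein and CLK kinase genes, S5P -0.087 to 0.13, CTD kinase and pausing factor genes, Y1P -0.23 to -0.092, immediate early and stress response genes, S2P -0.37 to 0.0069, mitotic genes of G2 and M phase, S2P -0.19 to -0.056. More medians were DNA replication and G1/S genes, S5P 0.047 to 0.24, growth factor, insulin and MAPK signalling genes, S5P -0.12 to -0.067, ribosomal protein genes, S5P -0.012 to 0.15, replication-dependent histone genes, S5P -0.039 to 0.25.

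In principal components of all tested genes in place of 500, PC1 held 35.9% with S2P and 35.3% with S5P. Named genes lost the call most often without the replicate block (124), without replicate 2 (101) and with the length trend removed (64). With the replicate block, the log2FC of CDKN1A with Y1P was 1.10, and without the replicate block it was 1.09. Depth was not varied; it limits genes with few counts, such as lncRNA genes, which had a median of 28.8 counts per library, and the stricter filter left 250 of them higher with Y1P in place of 386.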

Differences from the paper's values

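The counts below use the paper's thresholds, an adjusted p under 0.05 and a log2FC below -0.1 or above 0.1. Where a fit on the runs comes close to the paper, it takes repeat runs of 1 library as replicates and so understates the spread between libraries. The paper gives 1285 lower protein-coding genes with Y1P, against 843 here. Of the settings fixed before the data were examined, the count was within 1.5 times the paper's for DESeq2 on the runs with the sequencing batch as a term (1289), DESeq2 on the same libraries (866), relative log expression factors (1219), no filter (1089), a shared block (1594) and without replicate 1 (1598). It was not for edgeR or DESeq2 on the runs with the replicate number, library totals, upper quartile factors, leaving out mitochondrial genes, the stricter filter, no block, separate fits, without replicate 2, no fold threshold or the Mann-Whitney test.

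For S2P the paper gives 506 lower genes, against 13 here, and 154 higher genes, against 3 here. With DESeq2 on the runs and the sequencing batch as a term there were 519 lower and 156 higher genes. No other planned setting came within 1.5 times the paper's lower count, and for the higher count no filter and separate fits (122) did.

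For S5P, lower genes number about 100 and higher genes about 160 in Fig. 1E, both read by eye, against 9 and 2 here. The counts were 108 and 168 for DESeq2 on the runs with the sequencing batch as a term, and no filter gave 75 and 128. Every other planned setting stayed outside 1.5 times the values in the figure.

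The lower genes shared by Y1P and S2P number about 390 in Fig. 1B, those shared by Y1P and S5P about 62 and those shared by S2P and S5P about 54, all read by eye, against 13, 9 and 9 here. None of the settings planned for this count, namely no block, library totals, edgeR on the runs, DESeq2 on the same libraries, the stricter filter and leaving out a pair, came within 1.5 times these. DESeq2 on the runs with the sequencing batch as a term, a setting chosen for this count after seeing the values, gave 398, 65 and 57; it leaves 15 of the 38 labels of the volcano plots of the paper uncalled, among them ZNF853, which is called here.

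The volcano plots of Fig. 1C, D and E hold 38 gene labels, TEX101 in both D and E, and 12 were called here: 12 of 17 with Y1P, 0 of 11 with S2P and 0 of 10 with S5P. For 36 labels the side could be read from the figure, and the log2FC here had that side in all 36. The labels of PSMA4 with Y1P (log2FC 0.36 here) and SNRPE with S2P (0.23) lie across the middle, so they were left out of that count, a choice made after their values were seen. Among the 38, DESeq2 on the runs with the sequencing batch as a term called 23: 12 with Y1P, 7 with S2P and 4 with S5P. Genes labelled there and not called here, but called by it, were SETDB1 with Y1P, SAMD8, GABPB2, QSER1, DIP2B, MOSMO, WNT5B and TEX101 with S2P, and TNFRSF12A, TRIP10, IBA57 and OTUB1 with S5P. MFN2, TAF5, CSF1 and PSMA4 with Y1P, NBPF3, CDC20, BRSK2 and SNRPE with S2P, and LTBR, AMPD2, MDK, TEX101, RNF11 and CLIC4 with S5P were called by edgeR on the runs with the replicate block. DESeq2 on the runs with the replicate number as a term called all of these but MDK, PSMA4 and SNRPE. Those called with the sequencing batch as a term were also called by it and, apart from WNT5B, by edgeR on the runs. Others that called some of them were relative log expression factors and a shared block (SETDB1), and leaving out replicate 1 (SETDB1, TAF5, CSF1, PSMA4). A shared block also called GABPB2, no filter called GABPB2, WNT5B, TRIP10 and TEX101 with both antibodies, and separate fits called GABPB2, TEX101 with both antibodies, TNFRSF12A, IBA57, OTUB1, TRIP10, LTBR, AMPD2 and RNF11.

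The paper states that more genes were higher than lower with S5P, whereas the calls here were 9 lower and 2 higher. Of the 9, 5 are mitochondrially encoded, and leaving out such genes gave 4 lower and 2 higher. At an unadjusted p under 0.05 the counts were 758 lower and 1145 higher, which has the paper's order, as have DESeq2 on the runs with the sequencing batch as a term (108 and 168), separate fits (355 and 500), no filter (75 and 128) and a shared block (27 and 31).

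The paper states that lncRNA genes were mostly lower with S2P, and 2 were called lower here and 0 higher, but the median log2FC of lncRNA genes with S2P was 0.20. At an unadjusted p under 0.05, 258 were lower and 599 higher, while DESeq2 on the runs with the sequencing batch as a term called 59 lower and 36 higher.

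The paper states that coverage of DNA repair genes over the gene body was higher. In the list of double-strand break repair genes used here, which is not the set of the study, 34 of 40 were below 0 with Y1P, 31 of 40 with S2P and 24 of 40 with S5P. This depends on the scaling: with library totals alone the median log2FC was -0.017 with Y1P, 0.064 with S2P and -0.0040 with S5P, with 0 lower and 2 higher genes with Y1P.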

Other observations

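Tests chosen only after the result was seen were those of scaling for protein-coding and for lncRNA genes with Y1P and that of mitochondrial rRNA, as well as the comparison with the weakest Y1P pair and the setting with the length trend removed, and the test of shared promoters was chosen after part of the group medians was seen.

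With Y1P, more protein-coding genes were called lower than higher, and the tables argue against none of the technical explanations tested. Scaling of the libraries cannot be told apart: the share of lower genes was 5.08% with library totals alone, but a scaling that raises all genes alike has to lower that share. A length bias unrelated to irradiation cannot be either, since differences between replicates followed gene length as strongly as the weakest of all irradiated pairs in 3 of 6 groups but as the weakest Y1P pair in 2 of 6. Gene length as the whole cause cannot be told apart, with lower genes in the majority in 2 of 4 length bins, nor can an effect of 1 pair, with a smaller pair median 0.499 times the larger (-0.26 against -0.53 for lower genes, 0.50 against 0.83 for higher). For the split of the Y1P labels within pairs, 2 arrangements are too few for a share under 0.05: the real one gave 1366 calls, 1 of 2 arrangements gave as many, and the other gave 0, and an effect of irradiation stays open too and was not tested apart from these.

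lncRNA genes were called higher far more often than lower with Y1P, and scaling cannot be told apart: the fewest higher minus lower genes under the other scalings was 344, but none of these lowered the genes enough to reverse the pattern. Low counts are a candidate explanation, since lncRNA genes exceeded protein-coding genes matched on count by 0.031 in the pair of replicate 1 and 0.090 in that of replicate 2. After matching on gene length too the excess was 0.021 and 0.11. That match is on count as well, so gene length cannot be told apart from low counts. Reads of protein-coding genes on the other strand cannot be told apart: lncRNA genes that overlap none had 0.335 times the median of those that do in the pair of replicate 1 and 0.746 times in that of replicate 2, below and above the bound set for it. Promoters shared with protein-coding genes fit as well, with a difference of 0.17, but length or count may account for part of it. After matching on both, 0.041 was left in the pair of replicate 2 and 0.099 in that of replicate 1. Irradiation stays open, untested.

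Mitochondrially encoded genes were lower with all 3 antibodies, although the mitochondrial polymerase transcribes them. Both rRNA genes were lower in 6 of 6 pairs, MT-RNR1 with a log2FC of -1.28 to -0.48 and MT-RNR2 of -0.39 to -0.14, against pair medians of -1.23 to -0.70 for the protein genes. Less mitochondrial RNA of every kind cannot be told apart, since MT-RNR1 fell about as far as the protein genes and MT-RNR2 less. Less background RNA of other polymerases cannot be told apart, with RN7SL1 and RN7SL3 as the 2 genes measured and their median above -0.1 in 1 pair of 6. An effect of irradiation on mitochondrial transcription stays open and was not tested.

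Genes that host snoRNAs took 9.65% to 28.2% of the counts of a library, more in replicate 2 in 6 of 6 groups, and the highest share was in the nonirradiated Y1P library of replicate 2. SNHG1 alone took 7.94% there, and most calls with Y1P are lost without that replicate.

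Without irradiation, 217 genes were lower and 14 higher with S2P than with Y1P, of them 143 and 4 lncRNA genes. ASH1L-AS1, antisense to the methyltransferase gene ASH1L, had a log2FC of -2.26 (adjusted p = 0.000289) and PSMD9, a proteasome chaperone gene, of 1.41 (adjusted p = 0.00551). S5P against Y1P and against S2P gave 0 genes in edgeR, with 121 lower and 92 higher, and 37 and 500, at an unadjusted p under 0.05. Lower and higher with S2P than with Y1P were 27 and 5 without S2P replicate 1, 120 and 4 without S2P replicate 2, 164 and 42 without Y1P replicate 1 and 56 and 4 without Y1P replicate 2. They were 80 and 1 with the stricter filter, 120 and 8 with library totals alone, 83 and 1 with DESeq2 on the same libraries, 370 and 26 with edgeR on the runs and 0 and 0 without the replicate block. For S5P, DESeq2 on the same libraries also gave 0, whereas against Y1P 17 were lower and 24 higher without Y1P replicate 1 and 0 and 1 without S5P replicate 2, and against S2P 13 were higher without S2P replicate 2 and 3 without S5P replicate 2.

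Among PRC2 subunit genes, EZH2, which encodes the methyltransferase, had a log2FC of -0.30 (standard error 0.085, adjusted p = 0.0458) with Y1P and SUZ12, the scaffold gene, of -0.52 (standard error 0.11, adjusted p = 0.0232). Of 12 such genes, 4 were lower with Y1P (5 when adjusted over the list alone), 0 with S2P or S5P. The medians were -0.25, -0.14 and -0.030 with Y1P, S2P and S5P (camera, adjusted p = 0.00849, 0.0962 and 0.559). With Y1P it was 0.209 at an estimated correlation, at which no list passed. The kinase gene ABL1 had a log2FC of -0.31 (standard error 0.10, adjusted p = 0.0678) with Y1P. Of 19 CTD kinase and pausing factor genes, 2 were lower and 1 higher with Y1P (5 and 1 over the list alone), 0 with S2P or S5P, and the medians were -0.18, -0.073 and -0.039 (camera, adjusted p = 0.0175, 0.323 and 0.971), with Y1P 0.309 at an estimated correlation. The Y1P call of this list was also lost with library totals alone, where the median was above 0, and with the stricter filter. With library totals alone EZH2 (-0.11) and SUZ12 (-0.32) were not past the threshold, nor without replicate 2 (-0.22 and -0.22), without the replicate block or with the length trend removed. EZH2 was also not past it with upper quartile factors, with no filter, with the stricter filter, in separate fits, without snoRNA host genes and with protein-coding genes alone.

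Ribosomal protein genes had medians of 0.12, 0.065 and 0.096 with Y1P, S2P and S5P (camera, adjusted p = 6.51e-05, 0.287 and 0.0471), and 9 of 73 were higher with Y1P (12 over the list alone) and 0 were called with S2P and S5P (3 lower and 1 higher, and 2 and 2, over the list alone). DNA replication and G1/S genes had medians of -0.0046, 0.011 and 0.14 (camera, adjusted p = 0.823, 0.287 and 0.00127), with 0 called with S2P and S5P (1 and 4 higher over the list alone). The S5P median of this list was 0.051 in the pair of replicate 1 and 0.25 in that of replicate 2. With an estimated correlation, at which no list passed, the calls of these lists are lost (adjusted p = 0.285 with Y1P and 0.786 with S5P for ribosomal protein genes, 0.442 with S5P for DNA replication genes). With the length trend removed the ribosomal medians changed sign to -0.12, -0.064 and -0.046, past the threshold with S2P and S5P, and without replicate 2 that with S5P was -0.012. The S5P call was also lost with relative log expression factors, library totals alone, the stricter filter, separate fits, DESeq2 on the same libraries, DESeq2 on the runs with the replicate number and leaving out mitochondrially encoded genes. Medians were 0.090, 0.013 and 0.027 for heat shock genes (adjusted p = 0.823, 0.741 and 0.911; 1 lower with Y1P, and 3, 1 and 1 lower over the list alone). NF-kB targets had 0.092, 0.048 and 0.087 (adjusted p = 0.415, 0.160 and 0.276; 1 lower with Y1P and 0 over the list alone). For SR protein and CLK kinase genes they were 0.0069, 0.040 and 0.082 (adjusted p = 0.911, 0.771 and 0.108), and for markers of other lineages, of which 10 were measured, 0.094, -0.030 and -0.040 (adjusted p = 0.287, 0.559 and 0.851), with 0 genes called. Nuclear oxidative phosphorylation genes had 0.0055 with S2P and 0.076 with S5P (adjusted p = 0.674, 0.946 and 0.592 for Y1P, S2P and S5P), with 0 called and 1 lower over the list alone in both. Median and mean or test differ in sign for DNA replication genes and SR protein genes with Y1P, for ribosomal, heat shock, lineage and nuclear oxidative phosphorylation genes with S2P, and for heat shock, PRC2, CTD kinase and lineage genes with S5P.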
